# Mebendazole prevents distant organ metastases in part by decreasing ITGβ4 expression and cancer stemness

**DOI:** 10.1186/s13058-022-01591-3

**Published:** 2022-12-28

**Authors:** Natalie S. Joe, Inês Godet, Nubaira Milki, Noor U. I. Ain, Harsh H. Oza, Gregory J. Riggins, Daniele M. Gilkes

**Keywords:** Mebendazole, Triple-negative breast cancer, Metastasis, Cancer prevention

## Abstract

Breast cancer is the most diagnosed cancer among women. Approximately 15–20% of all breast cancers are highly invasive triple-negative breast cancer (TNBC) and lack estrogen, progesterone, and ERBB2 receptors. TNBC is challenging to treat due to its aggressive nature with far fewer targeted therapies than other breast cancer subtypes. Current treatments for patients with TNBC consist of cytotoxic chemotherapies, surgery, radiation, and in some instances PARP inhibitors and immunotherapy. To advance current therapeutics, we repurposed mebendazole (MBZ), an orally available FDA-approved anthelmintic that has shown preclinical efficacy for cancers. MBZ has low toxicity in humans and efficacy in multiple cancer models including breast cancer, glioblastoma multiforme, medulloblastoma, colon cancer, pancreatic and thyroid cancer. MBZ was well-tolerated in a phase I clinical trial of adults recently diagnosed with glioma. We determined that the half-maximal inhibitory concentration (IC_50_) of MBZ in four breast cancer cell lines is well within the range reported for other types of cancer. MBZ reduced TNBC cell proliferation, induced apoptosis, and caused G2/M cell cycle arrest. MBZ reduced the size of primary tumors and prevented lung and liver metastases. In addition, we uncovered a novel mechanism of action for MBZ. We found that MBZ reduces integrin β4 (ITGβ4) expression and cancer stem cell properties. ITGβ4 has previously been implicated in promoting “cancer stemness,” which may contribute to the efficacy of MBZ. Collectively, our results contribute to a growing body of evidence suggesting that MBZ should be considered as a therapeutic to slow tumor progression and prevent metastasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01591-3.

## Introduction

Breast cancer (BC) is the most common neoplasm among women and comprises more than 500,000 deaths worldwide, with ~ 2.0 million new cases diagnosed each year [1]. Breast cancer is characterized by molecular subtypes [2–5] and histological subtypes [6, 7]. Pathologists use immunohistochemical (IHC) staining to determine the presence or absence of two hormone receptors (HR), the progesterone receptor (PR) and the estrogen receptor (ER), as well as the human epidermal growth factor receptor 2 (HER2) [6, 7]. While there are targeted therapies for patients with HR+/HER2−, HR+/HER2+, HR−/HER2+ disease, triple-negative (TN) BC lacks HR and HER2, rendering ER and HER2 therapies ineffective [8]. TNBC is aggressive and often leads to bone, brain, liver, and lung metastases [9, 10], emphasizing that new therapeutics are critically needed to improve patient outcomes.

Mebendazole (MBZ) was approved by the US Food and Drug Administration (FDA) in 1971 as an anthelmintic drug to treat parasitic infections [11] but has recently been shown to have preclinical efficacy [12] in the treatment of pancreatic [13], lung [14, 15], thyroid [16], breast [17], meningioma [18], brain [19–21], melanoma [22], and colorectal [23] cancers. The first mechanism of action reported for MBZ was tubulin disruption. Tubulin is a common target of chemotherapy drugs such as paclitaxel, colchicine, and vincristine, which explains MBZ’s anti-proliferative effect in cancer cells [24]. Other reported tumor suppressive mechanisms of MBZ include inhibiting angiogenesis and inducing apoptosis through B cell lymphoma 2 (BCL-2) and caspase-3-dependent mechanisms [21, 25, 26]. MBZ treatment also induces G2/M cell cycle arrest and apoptosis leading to reduced lung metastasis in papillary and anaplastic thyroid cancer preclinical models [16]. In addition, a phase I clinical trial of adults with newly diagnosed high-grade glioma demonstrated that MBZ is safe and tolerable [27]. The promising results prompted us to determine whether MBZ could be used for the prevention or treatment of breast cancer metastasis.

Given the lack of treatment options and the propensity for TNBC to metastasize, we hypothesized that MBZ might be safe and effective for the prevention and treatment of metastasis. As reported for other cancer types, we find that MBZ promoted apoptosis and G2/M cell cycle arrest [13, 16] but reduced the expression of genes involved in angiogenesis and cell migration [12, 16, 19, 23, 26, 28, 29]. For the first time, we demonstrate that MBZ reduced lung metastasis and eliminated liver metastases in mouse models of TNBC. TNBC tissue has been reported to be enriched for cancer stem cells (CSCs) which contributes to the aggressive nature of the disease. Cancer cell stemness is known to be regulated by ITGβ4, and cancer stem cells (CSCs) have been shown to contribute to metastasis [30]. We show that treatment with MBZ led to a dramatic reduction in integrin β4 (ITGβ4) expression both in vitro and in cancer cells harvested from tumor-bearing mice following MBZ treatment. Taken together, our results show that mebendazole prevents distant organ metastases in TNBC models, in part by decreasing ITGβ4 expression and cancer stemness.

## Methods

### Cell lines and cell culture

Mycoplasma-free breast cancer cell lines, MDA-MB-231 (ATCC^®^ HTB-26™) and 4T1 (ATCC^®^ CRL-2539™) cells, were obtained from American Type Culture Collection (ATCC) and maintained in DMEM (MDA-MB-231; Sigma-Aldrich) or RPMI-1640 (4T1; Sigma-Aldrich) with 10% fetal bovine serum (FBS; Corning) and 1% penicillin/streptomycin (P/S) (Invitrogen). SUM159 and 4T1-luciferase-tagged (4T1-Luc) cells were kindly provided by the Sukumar lab and were cultured in Ham’s F12 medium supplemented with 5% FBS, 1% P/S, and 5% insulin/hydrocortisone (SUM159) or in DMEM with 10% FBS and 1% P/S (4T1-Luc). Cells were maintained in a humidified environment at 37 °C and 5% CO_2_. MMTV-PyMT cells were derived from a tumor excised from a female triple-transgenic mouse as previously described [31] and maintained in 50% DMEM, 50% DMEM/F12, 10% FBS, 5% insulin, and 1% P/S. Fluorescent MDA-MB-231 cells were developed and maintained as previously described. [32]

### Proliferation assays

Half-maximal inhibitory concentration (IC_50_) values were obtained for MMTV-PyMT, MDA-MB-231, 4T1, and SUM159 cells by seeding 1000 cells/well in a 96-well plate for 24 h (h) and then treated with 0.01–500 µM of mebendazole (MBZ) or less than 1% dimethyl sulfoxide (DMSO) as vehicle control. After 48 h of treatment, PrestoBlue (Thermo Fisher) was added to achieve a 10% (v/v) concentration in each well, incubated for 4 h, and fluorescence was measured using a Cytation5 (BioTek Instruments). The IC_50_ was calculated using a nonlinear fit log vs. response model. To calculate % cell survival, cells were fixed with 70% ethanol, stained with DAPI, and imaged using a Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 4XPh phase objective and DAPI filter. A 4 × 3 montage was used to capture the entire area of each well, and NIS Elements software (Nikon Instruments Inc.) was used to threshold the DAPI positive area of the image which is presented as % survival.

### Colony formation assays

MDA-MB-231, 4T1, and SUM159 cells were plated in a 24-well plate (250 cells/well) and exposed to 0.01–1 µM of MBZ or < 1% DMSO as vehicle control for 10–14 days (refreshed every 3 days) or pre-treated with MBZ for 48 h and then seeded in plates without further drug treatment. The cells were washed with 1 × phosphate-buffered-saline (PBS), fixed with 4% paraformaldehyde (PFA) in PBS for 15 min (min), and washed again with PBS. Crystal violet solution (1% (w/v) crystal violet diluted in water containing 20% methanol) was added to each well and incubated for 10 min at room temperature. Wells were washed with distilled water and dried. Well plates were imaged using a Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 4XPh phase objective in color bright field. A 4 × 3 montage of the acquired images was used to capture an image of the entire well. Colonies were quantified by manually counting individual colonies in each well.

### Cell cycle analysis

MDA-MB-231 cells were treated with 0.25 µM, 0.5 µM, 1 µM, and 5 µM of MBZ or DMSO (vehicle control) for 48 h, washed with PBS, fixed in 70% ethanol, and pelleted and stained with 100 µg/mL RNase and 50 µg/mL of propidium iodide in the dark at 4 °C overnight. The distribution of cells in G1, S, and G2/M phases was determined by flow cytometry using a CytoFLEX flow cytometer (Beckman Coulter), and data analysis was performed using FlowJo software V10.

### Western blotting

Cell homogenates were prepared from MDA-MB-231 and SUM159 cell lines or primary tumors formed by MDA-MB-231 cells lysed in IGEPAL CA-630 buffer (150 mM sodium chloride (NaCl), 1% IGEPAL CA-630, 50 mM Tris–HCL, pH 8.0, protease and phosphatase inhibitors) for 10 m on ice. The lysate was centrifuged for 10 min at 13,000 g at 4 °C, and the supernatant was collected. Proteins were fractionated by a 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and then transferred to a nitrocellulose membrane for 30 min using a Trans-blot Turbo (Bio-Rad). The membranes were blocked in 5% milk (% w/v) in 1 × Tris-buffered saline and 0.1% Tween-20 (TBS-T) and incubated overnight in primary antibodies at a dilution of 1:1000 at 4 °C. The membranes were washed three times in TBS-T and incubated in HRP-conjugated secondary antibodies (Cell Signaling Technology) followed by three additional washes in TBS-T. The chemiluminescence signal was detected using an AZURE C300 (Azure™ Biosystems) after incubating the membrane with ECL (Perkin Elmer). A list of antibodies can be found in Additional file 1: Table S1.

### Transwell migration assays

Transwell invasion assays were performed using Costar Transwell cell culture inserts (Corning) with an 8-μm pore size PET membrane in a 24-well plate. The lower chambers of the transwell plates were filled with 500 μL of cell-appropriate culture media. MDA-MB-231 or SUM159 cells were pre-treated with 0.5 or 1 μM of MBZ for 48 h. The cells (20,000/well) were resuspended in 150 μL of medium containing only 1% FBS and placed into the upper well. After 24 h, cells in the upper chamber were removed with a cotton swab, and those that migrated through the pores on the lower surface were fixed in 100% ethanol (EtOH) and stained in 0.2% crystal violet dye. Five random fields of each pore were imaged using a Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 10XPh phase objective. For MDA-MB-231 cells, the percent area and total area were quantified using ImageJ software using a custom macro with the following steps: Each image was converted to 16-bit, the scale was converted from pixel to μm, the background was subtracted using a rolling ball radius of 10 pixels and light background, and a threshold was set to highlight crystal violet positive areas of the wells. The macro was altered to include the color threshold feature, the “hue” slider was used to highlight the cell area, and images were processed at 8-bit to quantify the % area for SUM159 cells.

### Wound-healing assays

MDA-MB-231 and SUM159 cells were cultured in a 12-well plate (100,000 cells/well) and allowed to reach near confluence within 48 h. Linear scratches of equal width were introduced using a 200 µL pipette tip. Fresh media containing 0.25 µM, 0.35 µM, 0.5 µM MBZ, or DMSO (vehicle control) was added. Five images of the wounded area were taken at 12 and 24 h using a Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 4XPh phase objective. A montage of the entire well was constructed by stitching individual images. The average healing speed and area covered were quantified using ImageJ software. The following macro was created: Images were converted to an 8-bit format, scale was set with the appropriate pixel to μm conversion, a Gaussian blur of radium 5 pixels was applied, and a threshold was applied using the measure tool to highlight only the gap created by the wound. The macro code calculates the wound area covered in μm^2^; this value was then divided by the total hours of the experiment (12 h or 24 h).

### DNA extraction from mouse tissues

Mouse liver or lung tissues were placed in Genomic DNA lysis buffer (1 M Tris, pH 8.0, 5 M NaCl, 0.5 M EDTA, 10% Tween-20, 10% NP-40, and 40 μg of proteinase K) at 55 °C for 3 h with intermittent vortex. Proteinase K was inactivated with a 2 min incubation at 95 °C. One volume of phenol/chloroform/isoamyl alcohol (25:24:1) (Sigma) was added to each sample, followed by 20 s vortex. Samples were centrifuged for 10 min at 13,000 × g, and the upper aqueous phase was collected. Glycogen (20 μg), 0.1 volume of 2.5 M NaCl, and 2 × volume of 100% EtOH were added, and samples were incubated for 20 min at − 20 °C. The samples were spun at 13,000 × g for 15 min to pellet the DNA followed by one wash with 70% EtOH. The sample was spun at 13,000 × g for 5 min, the remaining liquid was decanted, and the DNA pellets were air-dried. DNA pellets were resuspended in DNase/RNase-free water. To assess the amount of human DNA content in the mouse lung and liver, the cycle threshold value of human hexokinase 2 (HK2) measured by RT-PCR was normalized to the DNA concentration of the sample (ranged from 180 to 220 ng/µL). The result for each sample was than normalized to the average value of the control group.

### Reverse transcription and quantitative polymerase chain reaction (qPCR)

Total RNA was extracted using TRIzol (Invitrogen) followed by cDNA synthesis using Promega’s GoScript™ Reverse Transcriptase. qPCR analysis was conducted on CFX96 Real-Time PCR detection system (Bio-Rad) using SYBR Green qPCR master mix (Bio-Rad). The expression of each target mRNA relative to 18S rRNA control was calculated based on the cycle threshold (Ct) as 2 − Δ(ΔCt), in which ΔCt = Ct (target mRNA) − Ct (18S rRNA), and Δ(ΔCt) = ΔCt (treatment) − ΔCt (control). Primer sequences are listed in Additional file 1: Table S2. (Figs. 1, 2, 3, 4, and 5).

**Fig. 1:**
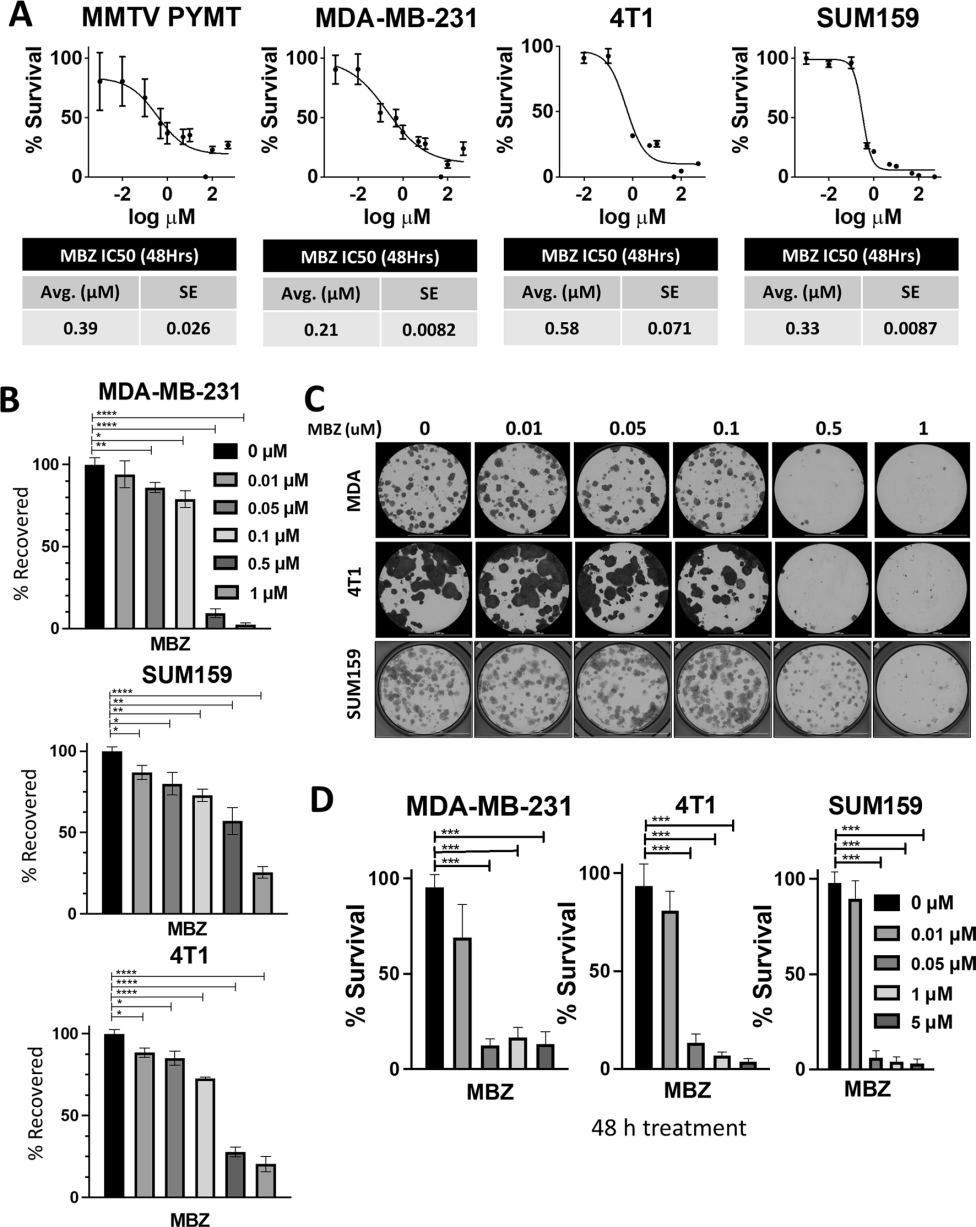
Mebendazole (MBZ) inhibits the proliferation of triple-negative breast cancer (TNBC) cells. **A** The half-maximal inhibitory concentration (IC_50_) of MBZ in MMTV-PYMT, MDA-MB-231, 4T1, and SUM159 cells is plotted with standard error (SE) represented by bars. **B** MDA-MB-231, 4T1, and SUM159 cells were pre-treated for 48 h with MBZ at varying concentrations and allowed to recover for 10–14 days in growth media. Colonies were stained with crystal violet and quantified to determine the percentage area of the well covered by crystal violet (% recovered). Mean ± SEM; *N* = 3 independent experiments. *P* values for one-way ANOVA test *< 0.05, **< 0.01, ***< 0.001,****< 0.0001. **C** Representative images of colony formation described in (**B**). **D** MDA-MB-231, 4T1, and SUM159 cells were seeded at 1000 cells/well in a 96-well plate for 24 h, treated with various concentrations of MBZ for 48 h, and stained with DAPI. The % DAPI area (see Additional file 2: Fig. S1C) was quantified and presented as % survival. Mean ± SEM; *N* = 3 independent experiments with *n* = 4 technical replicates. *P* values for one-way ANOVA test *< 0.05, **< 0.01,***< 0.001

**Fig. 2:**
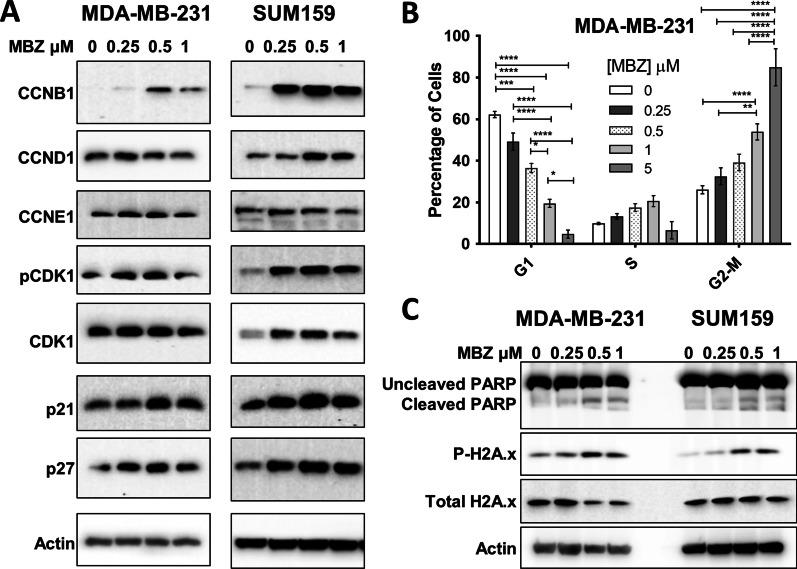
Mebendazole induces G2/M cell cycle arrest and apoptosis. **A** Expression of proteins involved in G2/M cell cycle arrest was analyzed by Western blot using lysate extracted from MDA-MB-231 (left) and SUM159 (right) cell lines treated with increasing doses of MBZ as indicated. **B** The percentage of MDA-MB-231 cells in each phase of cell cycle was determined after treating the cells for 48 h with MBZ at the indicated doses followed by propidium iodide staining and flow cytometry analysis. Mean ± SEM; *N* = 3 independent experiments. *P* values for two-way ANOVA test *< 0.05, **< 0.01,***< 0.001,****< 0.0001. **C** Expression of proteins involved in MBZ-induced apoptosis was analyzed by Western blot using lysate extracted from MDA-MB-231 and SUM159 cells treated with increasing doses of MBZ for 72 h

**Fig. 3:**
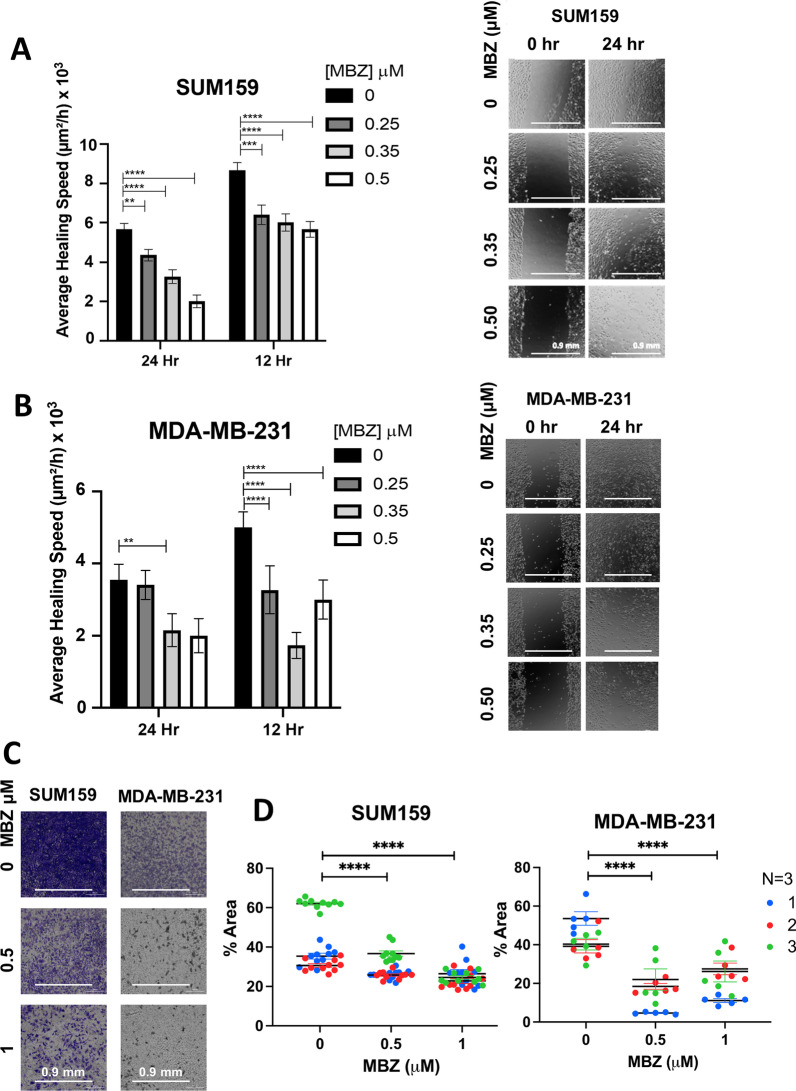
Mebendazole reduces the migration of TNBC cells. **A**, **B** Quantification of relative wound closure of SUM159 **A** and MDA-MB-231 **B** cells treated for 12 h and 24 h with indicated concentrations of MBZ or DMSO as a vehicle control. Corresponding representative photomicrographs are shown at the right **A** mean ± SEM; *N* = 3 independent experiments. *P* values for two-way ANOVA test comparing vehicle control to each individual treatment dose *< 0.05, **< 0.01, ***< 0.001, ****< 0.0001. **B** Scale bar = .9 mm. **C**, **D** MDA-MB-231 and SUM159 cells were pre-treated for 48 h with 0.5 μM or 1 μM of MBZ or DMSO and plated for transwell assays. The number of cells that migrated through the filter was determined by crystal violet staining followed by bright-field imaging (**C**) and quantified by the percent area of crystal violet staining (**D**). Mean ± SEM; *N* = 3 independent experiments. *P* values for two-way ANOVA test comparing vehicle control to each individual treatment dose **< 0.01,***< 0.001,****< 0.0001

**Fig. 4:**
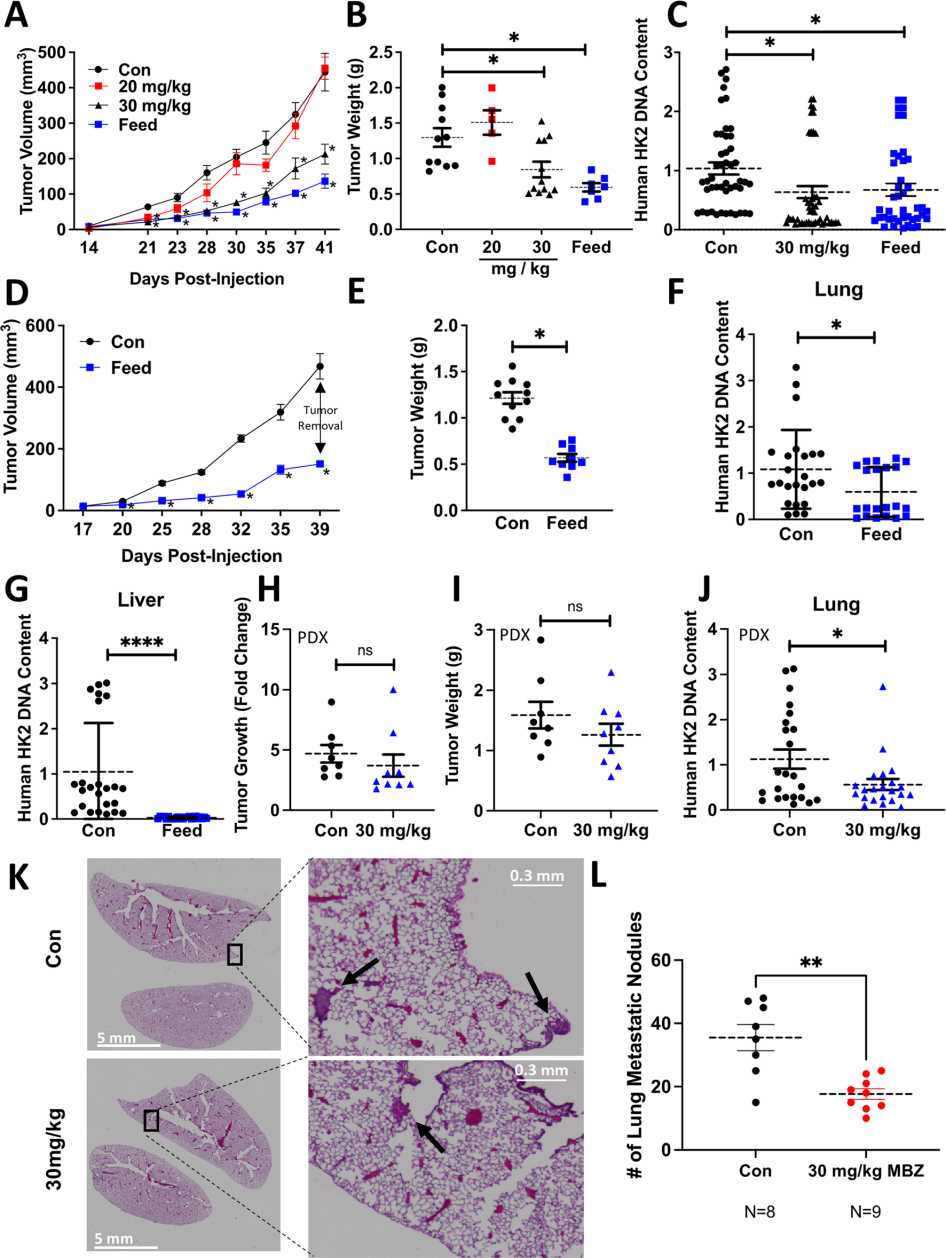
Mebendazole reduces tumor growth and lung and liver metastases. **A** Fluorescently labeled MDA-MB-231 cells were implanted into the mammary fat pad of NSG mice. Mice were treated beginning on day 5 with sesame oil as a vehicle gavage and a high-fat KetoCal diet (Con; *N* = 12), 215 ppm MBZ incorporated into a high-fat KetoCal diet (Feed; *N* = 7), 20 mg/kg MBZ in a sesame oil gavage (20 mg/kg; *N* = 6), 30 mg/kg MBZ in a sesame oil gavage (30 mg/kg; *N* = 12). Mice were exposed to the feed seven days a week, and treatments administered via oral gavage were given four times per week. Tumor volumes are plotted over time. *P* values for two-tailed *t* test *< 0.05. **B** Tumor weights for each treatment group were taken at the endpoint of the experiment (41 days after implantation). *P* values for two-tailed *t* test *< 0.05. **C** Metastatic burden was determined by measuring human genomic HK2 DNA content in the lung of each mouse normalized to their final tumor weight. The final values were normalized by the average of the Con group (mean ± SEM *N* = 6–12 mice with *n* = 3 technical replicates). *P* values for two-tailed *t* test ****< 0.0001. **D** Tumor growth curves displaying tumor volume over time prior to tumor removal at Day 39 (mean ± SEM) for NSG mice that began treatment on day 5 with either a high-fat KetoCal diet (Con; *N* = 11) or 215 ppm of MBZ incorporated into a high-fat KetoCal diet (feed; *N* = 10). *P* values for two-tailed *t* test *< 0.05. **E** Final tumor weights at the time of tumor removal, 39 days after implantation (mean ± SEM *N* = 10–11 mice). *P* values for two-tailed *t* test *< 0.05. **F**, **G** Metastatic burden was determined by measuring human genomic HK2 DNA content in mouse lung **F** or liver **G** two-week post-tumor removal surgery. Values were normalized to individual tumor weight and then to the average value of the control group (mean ± SEM, *N* = 10–11 mice with *n* = 3 technical replicates). *P* values for paired two-tailed *t* test *< 0.05, ****< 0.0001. **H** Quantification of tumor growth rate (fold change of final tumor volume versus tumor volume at the start of treatment) over two weeks for NSG mice bearing primary HCI-001 PDX tumors. Mice were treated 4 times per week with 30 mg/kg MBZ in sesame oil (*N* = 9) or sesame oil alone (*N* = 8) by oral gavage. Two-way paired Student’s *t* test. **I** Final tumor weight of HCI-001 PDX primary tumors described in (**H**). **J** Metastatic burden was determined as described in (F-G). (Mean ± SEM *N* = 8–9 mice with *n* = 3 technical replicates). *P* values for two-tailed Student’s *t* test * < 0.05. **K** Representative lung sections stained with hematoxylin and eosin (H&E) from NSG mice described in 4H. **L** Quantification of lung metastatic nodules pictured in (K). Mean ± SEM; control (*N* = 8 mice) and 30 mg/kg MBZ (*N* = 9 mice). *P* values for paired two-way *t* test **< 0.01

**Fig. 5:**
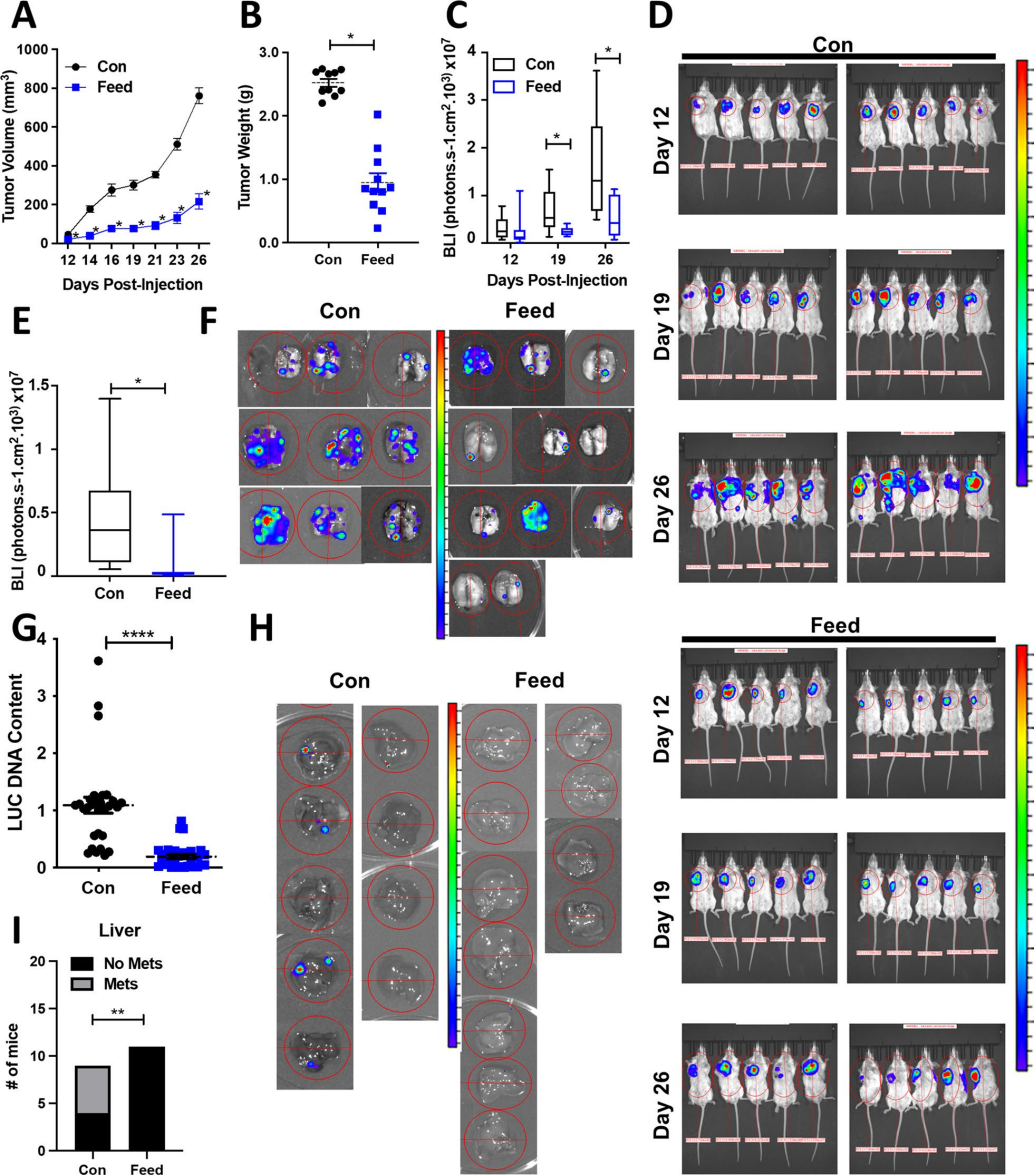
Mebendazole reduces tumor growth and lung and liver metastases in an immune-competent animal model of metastasis. **A** Luciferase-labeled 4T1-cells were implanted into the mammary fat pad of Balb/c mice. Tumor growth curves displaying tumor volume over time are plotted for each treatment group (mean ± SEM, *N* = 10–11 mice). Treatments included a high-fat KetoCal diet (Con; *N* = 10) or 250 ppm of MBZ incorporated into a high-fat KetoCal diet (Feed; *N* = 11). *P* values for two-tailed *t* test *< 0.05. **B** Final tumor weights are plotted for mice in each treatment group. *P* values for two-tailed *t* test * < 0.05. **C**, **D** The bioluminescence intensity (BLI) of each tumor was imaged and quantified on day 12, 19, and 26 in live mice. *P* values for two-tailed *t* test *< 0.05. **E** The BLI of each mouse lung was quantified on the final day of the experiment after resecting (day 26). *P* values for two-tailed *t* test * < 0.05. **F** BLI images of lung metastasis prior to DNA extraction. **G** Lung metastatic burden was quantified by measuring the DNA content of the luciferase (LUC) gene in each mouse lung divided by individual tumor weights and then normalized to the average value of the control group (mean ± SEM, *N* = 10–11 mice with *n* = 3 technical replicates). *P* values for two-tailed *t* test ****< 0.0001. **H** BLI images of liver metastasis prior to DNA extraction. **I** The total number of mice with liver metastasis based on a bioluminescence threshold of 4000 photons.s^−1^ cm^2^ is displayed. Chi-square test **< 0.01

### RNA sample preparation and sequencing

MDA-MB-231 and SUM159 cells were collected from culture, and subsequently, total RNA was extracted. Following RNA purification, samples were confirmed to have a RIN value > 9.0 using an Agilent Bioanalyzer. Total RNA was further qualified upon receipt to Novogene (Sacramento, CA). The samples were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA purity was checked using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA). One μg of RNA was used as input for mRNA library preparation. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads followed by double-stranded cDNA synthesis. The cDNA fragments were adenylated, and sequencing adaptors were added. Each 150–200 bp length fragment was purified, and PCR was performed per Novogene established protocols. Sequencing was performed on a NovaSeq 6000 system with 150-bp paired-end run by Novogene (Sacramento, CA). The reads were mapped to Homo Sapiens (GRCh38/hg38) using STAR (v2.5) with the parameter mismatch set to 2. Quantification was done using HTSeq (v0.6.1) software with the parameter -m union. Differentially expressed genes were identified using EdgeR (v3.16.5) with padj < 0.005 and [log2(FoldChange)] > 1. 

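The RNA-seq experiment has 1 library per condition, so the spread between cultures could not be estimated for a cell line and edgeR's exact test was run with a preset biological coefficient of variation (BCV). Genes had to reach an adjusted p under 0.005 with Benjamini-Hochberg adjustment and a log2 fold change over 1 in size, among genes with a mean of at least 10 counts over the 2 libraries of a line. With a BCV of 0.1, 800 genes were higher and 531 lower after mebendazole (MBZ) in MDA-MB-231 cells, and 1331 were higher and 1339 lower in SUM159 cells. With a BCV of 0.4, the numbers were 1 and 0 in MDA-MB-231 cells and 21 and 19 in SUM159 cells. The sheet of raised genes in the paper's workbook has 2478 rows, of which 5 are readable in the available copy. At a BCV of 0.2, the exact test's p-values for the 5 SUM159 genes in these rows equalled those of the workbook to the digits printed there. At this BCV, 212 genes were higher and 55 lower in MDA-MB-231 cells, and 570 were higher and 487 lower in SUM159 cells. These tests compare 2 libraries, not the conditions.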

FASTQ files and read counts have been uploaded to GEO with the accession number: GSE190845. For the gene ontology enrichment analysis, the *p* value cutoff was set at *p* < 0.05. In order for a GO pathway to be included in Additional file 2: Fig. S5, the pathway had to be enriched (*p* < 0.05) in both the SUM159 and MDA-MB-231 cell lines. Differentially expressed genes (DEGs) consisted of genes that increased or decreased with a fold change of 1.5 or higher. Genes meeting this criteria were included in the VENN diagram in Fig. 6. Additional file 3 (SuppDataRNAseq.xls) includes all GO enrichment scores and differential expression values for each cell line.

**Fig. 6:**
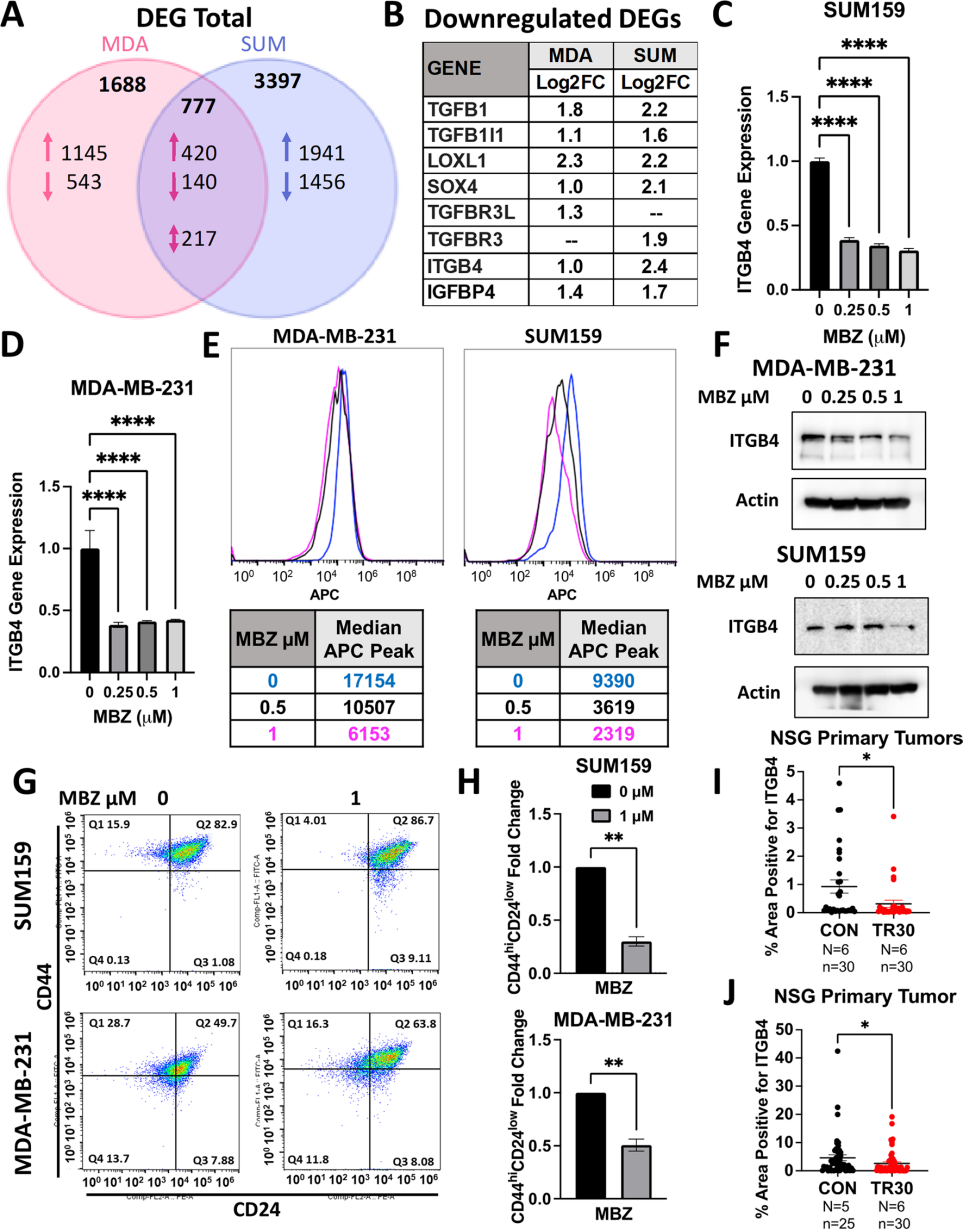
Mebendazole treatment reduces ITGβ4 expression. **A** Venn diagram displaying the number of genes with differential expression following MBZ treatment (− 2 ≥ FC ≥ 2) that overlap or are exclusive to MDA-MB-231 (pink circle) and SUM159 (blue circle) cells. Additional file 3 includes the gene lists used to generate the VENN Diagram. **B** A table representing DEGs that are downregulated in both MDA-MB-231 and SUM159 cells and that have been implicated in cancer metastasis is presented with individual log2 fold change from the RNA sequencing analysis **C**, **D** Quantification of ITGβ4 relative gene expression from RT-qPCRs performed with SUM159 **C** and MDA-MB-231 **D** cells treated for 72 h with indicated doses of MBZ or DMSO. Mean ± SEM; *N* = 3 independent experiments with *n* = 3 technical replicates. *P* values for one-way ANOVA test ****< 0.0001. **E** Representative histograms for ITGβ4 expression in MDA-MB-231 and SUM159 cells as measured by flow cytometry after 72 h of treatment with 0.5 μM and 1 μM MBZ or DMSO. The APC peak median values are listed. **F** Expression of ITGβ4 protein analyzed by Western blot using lysate extracted from MDA-MB-231 and SUM159 cell lines treated with increasing doses of MBZ as indicated or DMSO. **G** Representative FACS analysis of the ITGβ4 + MDA-MB-231 and SUM159 cells that were co-stained with CD44 and CD24 antibodies after being treated with 1 μM of MBZ or DMSO for 72 h. **H** The fold change of CD44^hi^CD24^low^cells within the ITGβ4+ gated population of SUM159 and MDA-MB-231 cells described in (G). Mean ± SEM; *N* = 3 independent experiment. *P* values for paired two-way *t* test **< 0.01 **I**, **J** Quantification of immunofluorescent staining for ITGβ4 protein in tissue sections from mouse tumors (Fig. 4) treated with either 30 mg/kg MBZ in sesame oil suspension (*N* = 6) via gavage or vehicle control (sesame oil alone; *N* = 6) with the primary tumor onboard (**I**) and tumor removal (**J**). Mean ± SEM; *N* = 6 or 5 independent mice per group with *n* = 5 technical replicates for percent positive area quantification. *P* values for two-way *t* test * < 0.05

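In the deposited read counts, with 1 library for each cell line and treatment and TMM normalization within each line, 1370 genes were at least 2-fold higher and 779 at least 2-fold lower after MBZ in MDA-MB-231 cells. In SUM159 cells, 1996 genes were at least 2-fold higher and 1676 at least 2-fold lower. In both lines 340 genes were higher, 150 were lower, and 234 changed in opposite directions. MDA-MB-231 cells alone accounted for 910 higher and 515 lower genes, and SUM159 cells alone for 1542 higher and 1406 lower genes. Only genes with a mean of at least 10 counts over the 2 libraries of a line were included, and these counts have no replicate check.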

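TGFBR3L (ENSG00000260001, chromosome 19 from 7914830 to 7919097 of GRCh38) had 198 counts with DMSO and 65 with MBZ in MDA-MB-231 cells, a log2 fold change of MBZ over DMSO of -1.33 (95% counting interval -1.76 to -0.92). In SUM159 cells it had 34 and 49 counts, and the log2 fold change of 0.21 (interval -0.45 to 0.89) was not distinguishable from 0 at this depth. Its exons share 269 bases with an antisense lncRNA. TGFBR3 (ENSG00000069702, chromosome 1 from 91680343 to 91906335) went from 1852 to 636 counts in SUM159 cells, a log2 fold change of -1.86 (interval -1.99 to -1.73), and from 315 to 440 counts in MDA-MB-231 cells, a log2 fold change of 0.75 (interval 0.54 to 0.97). IGFBP4 (ENSG00000141753, chromosome 17 from 40443450 to 40457725) was the most abundant of the 8 transcripts, with 160656 counts in MDA-MB-231 cells treated with DMSO. Its log2 fold change was -1.42 in MDA-MB-231 cells and -1.74 in SUM159 cells. The intervals are Clopper-Pearson intervals on the reads of 2 libraries and cover counting error only.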

### Immunofluorescence staining

Immunofluorescence staining to detect ITGβ4 was performed on 10-μm-thick tissue cryo-sections after rehydrating them by immersing them into 1 × phosphate-buffered saline and 0.1% Tween-20 (PBS-T). All slides were then blocked with 2% BSA for 60 min and incubated overnight at 4 °C with a primary antibody against ITGβ4 (50–1049-80, Invitrogen) (dilution at 1:200). The next day, slides were washed 3× with PBS-T and then incubated with DAPI (1 ug/mL) for 15 m at room temperature. Sudan Black (0.1% w/v) was applied to the slides for 25 min to quench autofluorescence followed by washing in PBS-T. ITGβ4 and DAPI were visualized in Cy5 and DAPI channels, respectively, using Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 10XPh phase objective.

### Mammosphere formation assay

Fluorescently tagged MDA-MB-231 cells in culture or freshly resected from tumors that were processed (enzymatic digestion in 2 mg/mL collagenase for 1 h at 37 °C with orbital shaking at 160 rpm) were passed through a cell strainer (70 μm) and plated at 2,000 cells/well in 12-well plates previously coated with polyHema (12 g/L in 95% EtOH) and air-dried for 48 h, with 2 mL of mammosphere formation media per well (MammoCult basal medium (human) containing 4 μg/mL heparin, and 0.48 μg/mL hydrocortisone) (STEMCELL Technologies; Vancouver, BC, Canada). Fluorescent images were captured using a Cytation 5 (BioTek Instruments) equipped with an Olympus–UPLFLN 4XPh phase objective. A montage of the entire well was constructed by stitching individual images. The total number and average size of each mammosphere were then calculated using Gen5 software (BioTek instruments) automated counting algorithm.

### Fluorescence-activated cell sorting (FACS)

MDA-MB-231 and SUM159 cells were treated with fresh media containing 0.05 µM, 0.125 µM, 0.5 µM, 1 µM, or 5 µM MBZ or DMSO (vehicle control) for 72 h. Cells were then trypsinized, resuspended in culture media, washed with 1xPBS, and collected in FACS buffer (1xPBS, 1%BSA, 0.5 mM EDTA, and 25 μg/ml DNase). Live cells were stained with APC-conjugated antibody against ITGβ4 (50-1049-80, Invitrogen) diluted at 1:300 for 30 min on ice. Sytox™ Blue (Invitrogen, dilution 1:300) was added immediately before analyzing each sample using flow cytometry. APC (ITGβ4) was detected in the FL-4 channel, and FITC (Sytox™ Blue) was detected in FL-1 channel. Or cells were stained with conjugated antibodies against ITGβ4, CD44, and CD24 diluted at 1:300 for 30 min on ice. APC (ITGβ4) was detected in the FL-4, FITC (CD44) was detected in FL-1 channel, and PE (CD24) was detected in FL-2 channel. Single stained cells were used for compensation controls. Data were analyzed using FlowJo V10 software (Tree Star, Inc.). For primary tumors that were sorted, tumors were subjected to enzymatic digestion prior to staining and ultimately resuspended in sorting buffer (1xPBS, 1%BSA, 0.5 mM EDTA, and 25 μg/ml DNase). Samples were sorted on an SH800 cytometer (Sony) into ITGβ4+ or ITGβ4− expressing populations directly into media. APC (ITGβ4) was detected in the APC channel, and Alexa Fluor 405 (Sytox™ Blue) was detected in Pacific Blue channel. Single stained cells were utilized as compensation controls. A list of antibodies can be found in Additional file 1: Table S1.

### Breast cancer patient-derived xenograft (PDX) maintenance

The HCI-001 PDX was kindly provided by the Zahnow Lab and developed by the Welm lab (https://uofuhealth.utah.edu/huntsman/labs/welm-labs/research.php). The individual demographical data can be found in the Baylor College of Medicine PDX Portal (https://pdxportal.research.bcm.edu/). The tumor fragments from the HCI-001 PDX were maintained in NOD-SCID Gamma (NSG) mice. When tumors reached the maximum diameter approved by Johns Hopkins University Animal Care and Use Committee (ACUC), they were collected and re-implanted into new mice as ~ 1 mm size fragments or cryopreserved. The initial tumor was termed “p.x+1,” and passages were tracked. For experiments, primary tumors were manually dissociated and incubated for 1 h at 37 °C in 2 mg/mL collagenase on an orbital shaker and then digested with DNase (0.4 U/ml) (Sigma-Aldrich) for 5 min at room temperature. Next, the tumor-dissociated cell suspension containing organoids was centrifuged and resuspended in fresh media followed by differential centrifugation (×4) at 520 g for 2 s. Finally, the cell suspension was strained through a 100 μm Nylon filter, counted, and then, 5000 organoids were re-implanted into each recipient NSG mouse. This process has been described in-depth previously [33].

### In vivo* orthotopic breast cancer models*

All animal research complied with relevant ethical regulations within protocols approved by the Johns Hopkins University ACUC. Female 5- to 7-week-old NOD-SCID Gamma (NSG) mice or BALB/c mice were anesthetized by the intraperitoneal injection (i.p.) of 100 mg/kg ketamine and 16 mg/kg xylazine. MDA-MB-231 cells (2 × 10^6^; NSG), 4T1-luciferase-tagged cells (500; BALB/c), or HCI-001 tumor organoids (5000; NSG) were injected into the mammary fat pad closest to the second nipple. Tumor removal surgery was performed 5.5 weeks (MDA-MB-231 model only) post-tumor implantation as described previously [34]. At the end of the experiment, tumors, livers, and lungs were excised. A portion of each organ was first formalin-fixed (Sigma-Aldrich) overnight and then saturated in 30% sucrose (Sigma-Aldrich) at 4 °C overnight. Each organ was then placed into a cryomold and covered completely with OCT media (Fisher Scientific). After flash freezing the OCT embedded organ in liquid nitrogen, they were sectioned onto Superfrost Plus Microscope Slides (Fisher Scientific) using a cryotome CM11000 (Leica). A second portion of the same tumor, liver, and lung was flash-frozen and processed for DNA or RNA extraction. Primer sequences are listed in Additional file 1: Table S2. For mice injected with the HCI-001 PDX, rather than embedding in OCT, the lungs from NSG mice were inflated with agarose, formalin-fixed, embedded in paraffin and H&E stained.

### Bioluminescence assay to measure metastatic burden

Intratumoral bioluminescence was measured weekly throughout the study by injecting the BALB/c mice bearing 4T1-Luciferase expressing tumors with 2 µg/mouse (150 µL) of D-luciferin potassium salt (Gold Bio) diluted in 1 × PBS. Mice were then briefly anesthetized with Fluorido (Isoflurane, USP) and imaged using a Xenogen imaging system (IVIS 200, equipped with Living Image Software) within 10 min of luciferin injection, as described previously [20]. All tumor bioluminescence values were expressed as radiance (photons.s-1.cm^2^.10^3^). At the end of the study, lungs and livers were excised and immediately imaged to detect bioluminescence.

### Limiting dilution assays (LDA)

Animal experiments complied with Johns Hopkins ACUC protocols. In vitro pre-treatment (Fig. 7E): MDA-MB-231 cells were grown in fresh media containing 1 µM MBZ or DMSO (vehicle control) for 72 h. Cells were trypsinized, counted, and resuspended at 10^6^, 10^5^, 10^4^, or 10^3^ cells per 100 µL in a 1:1 ratio of Matrigel to PBS. Nude mice (female, 6–8 weeks of age) were implanted in the 2nd, 3rd, 4th, and 5th mammary fat pad on either side of the mice. The right mammary fat pads were injected with cells treated with vehicle control, and the left mammary fat pads were injected with MBZ-treated cells as follows: 2nd—10^6^ cells, 3rd—10^5^ cells, 4th—10^4^, and 5th—10^3^. In vivo pre-treatment (Fig. 7G): MDA-MB-231 cells were injected into the right and left mammary fat pads of three NSG mice. Five days post-injection, mice were treated with 30 mg/kg MBZ in a sesame oil suspension (*N* = 2) or sesame oil alone (*N* = 1) 4 × per week. After 30 days, tumors and lungs were excised for further processing. Primary tumors underwent enzymatic digestion in 2 mg/mL collagenase for 1 h at 37 °C at 160 g and strained through a 70 µm filter. Cells were counted and resuspended at 0.8 × 10^6^, 0.8 × 10^5^, 0.8 × 10^4^, or 0.8 × 10^3^ cells per 100 µL in a 1:1 ratio of Matrigel to PBS. Secondary recipient nude mice (female, 6–8 weeks of age) were implanted in the 2nd, 3rd, 4th, and 5th mammary fat pad on either side of the mice. The right mammary fat pads were injected with tumor-derived cells from NSG mice treated with sesame oil alone. In contrast, the left mammary pads were injected with the following dilutions of tumor-derived cells from NSG mice treated with 30 mg/kg MBZ in a sesame oil suspension as follows: 2nd—0.8 × 10^6^ cells, 3rd—0.8 × 10^5^ cells, 4th—0.8 × 10^4^, and 5th—0.8 × 10^3^. In both the in vitro and in vivo pre-treated LDA experiments, mouse weights and tumor growth were regularly measured. At the end of the experiment, tumors were excised and weighed. Stem cell frequency was calculated based on tumor incidence in all treatment groups using ELDA: Extreme Limiting Dilution Analysis. [35]

**Fig. 7:**
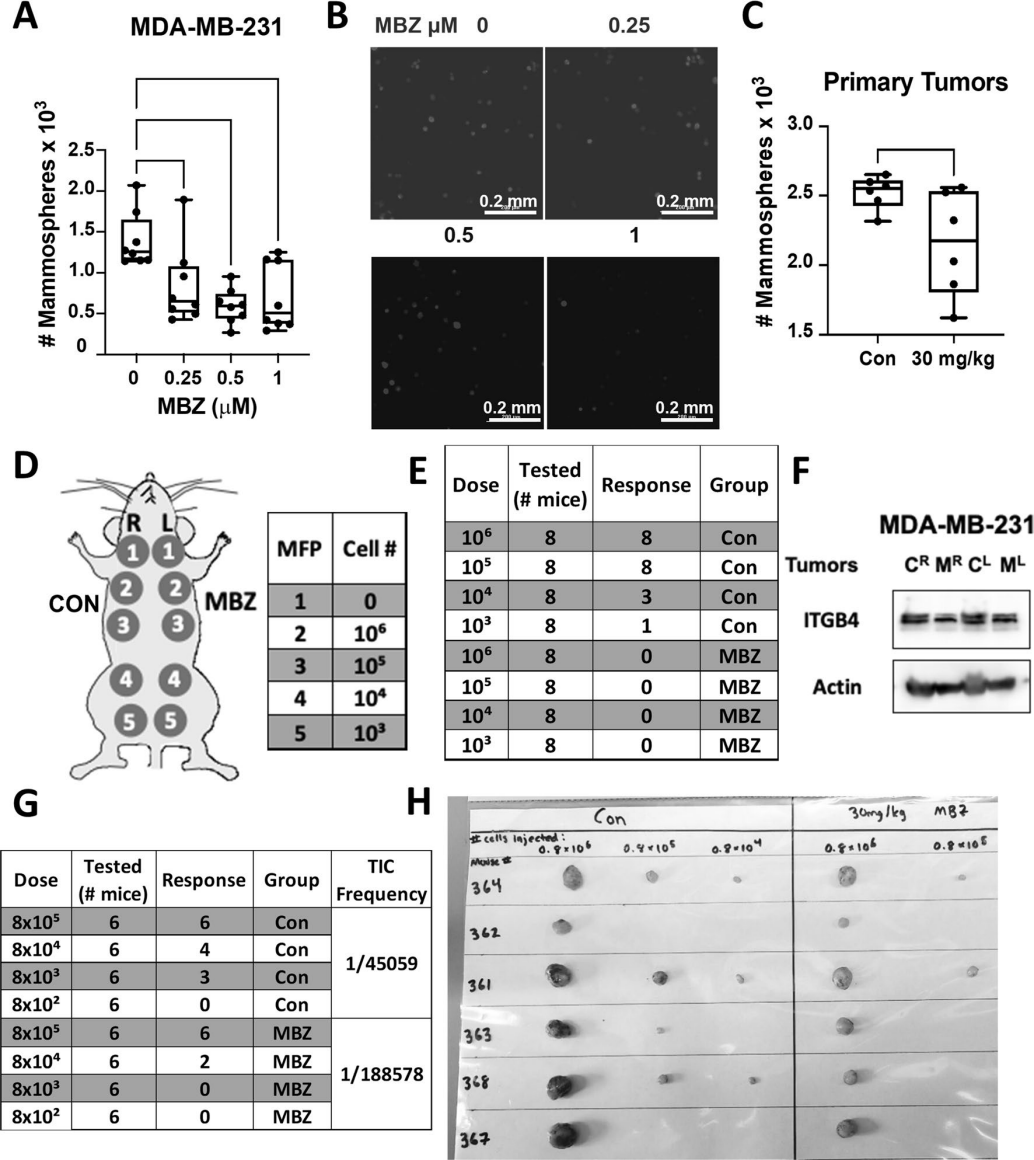
Mebendazole treatment reduces the cancer stem cell phenotype of TNBC cells. **A** Quantification of the total number of mammospheres that were formed by MDA-MB-231 cells after 72 h pre-treatment with the indicated doses of MBZ or DMSO. Mean ± SEM; *N* = 3 independent experiments with *n* = 3 technical replicates. *P* values for one-way ANOVA test *< 0.05, **< 0.01. **B** Representative images of fluorescently tagged MDA-MB-231 mammospheres quantified in (**A**). **C** MDA-MB-231 cells were harvested from tumors that were developed in mice that were treated four times per week with 30 mg/kg MBZ in a sesame oil suspension or sesame oil as vehicle control for 30 days, beginning on day 5 post-injection. The total number of mammospheres formed by these cells after 7 days of culture in mammosphere formation media was quantified. Mean ± SEM; *n* = 6 technical replicates. *P* values for two-way *t* test *< 0.05. **D** Schematic of the experimental setup used for the in vivo limiting dilution assay depicting the location of each injection site with reference to the mouse mammary fat pad. The number of cells injected per site (cell #) is listed. **E** Tumor incidence (response) at week 6 following the limited dilution and injection of MDA-MB-231 cells (dose) treated as described in 7A. **F** Mice bearing two MDA-MB-231 tumors (right^R^ and left^L^) were treated with 30 mg/kg of MBZ in a sesame oil suspension (M) or with sesame oil alone (**C**). The expression of ITGB4 was analyzed in the lysate derived from each tumor. The same tumors were also processed to be injected into recipient nude mice at limiting dilutions (see **G**). **G** Tumor incidence at week 4 following secondary transplants of tumor-dissociated cells from mice described in (**F**). The right column indicates the estimated breast tumor-initiating/stem cell (TIC) frequencies calculated using ELDA. The overall chi-squared test for differences in TIC frequencies between groups is *p* < 0.05. **H** Images of tumors resected from nude mice (*N* = 6) that were injected at limiting dilutions as described in (**F**, **G**)

### *Mebendazole *in vivo* dosages*

MBZ pure polymorph C powder (Batch No. 1180916-WC, K A Malle Pharmaceuticals LTD) was utilized in all in vitro experiments and utilized for oral gavage dosing of mice. The mice were weighed on a weekly basis with their body masses averaged in treatment groups to calculate the 30 mg/kg MBZ dosage in a sesame oil (Sigma-Aldrich) suspension. The mice were treated 4× a week for the experiment and exposed to a weekly dosage of 120 mg/kg of MBZ. A second route of MBZ treatment utilized was MBZ incorporated into mouse feed. Research Diets, Inc. (New Brunswick, NJ) formulated rodent diets with 45% Kcal fat and modified version with MBZ at 215 ppm (0.18% MBZ of total mixture) and 250 ppm (0.22% MBZ of total mixture). The ingredients are as follows: protein, carbohydrate, fat, casein, l-cystine, corn starch, maltodextrin 10, sucrose, cellulose, soybean oil, lard, mineral mix S10026, dicalcium phosphate, calcium carbonate, potassium citrate, vitamin mix V10001, choline bitartrate, FD&C yellow dye #5, and red dye #40. The mice were weighed, and food consumed was monitored to calculate the dosages administered of MBZ. The mice were able to eat the feed incorporated with MBZ seven days a week and on average consumed the following dosages: 215 ppm–152 mg/kg MBZ weekly intake (25 mg/kg/day) and 250 ppm–197 mg/kg MBZ weekly intake (32 mg/kg/day). These routes of MBZ dosages differ in dose rates since the mice exposed to the feed have consistent exposure unlike the oral gavage dosed mice that are given treatments 4 × per week.

### Statistical analysis

All data are presented as mean ± standard error of the mean (SEM), and statistical analysis was performed using GraphPad Prism 9 with statistical tests appropriate for each experimental setup. Each comparison of two variables was performed using an unmatched two-way ANOVA with Bonferroni multi-comparison tests. A comparison of a single variable measured in a sample at two different locations was performed via paired two-tailed Student’s t test. A comparison of “yes” or “no” metastases categorical data was performed via a chi-squared test. Significance levels are reported as ****P < 0.0001, ***P < 0.001, **P < 0.01 *P < 0.5.

## Results

### Treatment of triple-negative breast cancer (TNBC) cells with mebendazole (MBZ) inhibited proliferation and colony formation

The ability of MBZ to decrease cell survival has been tested in thyroid, glioblastoma, breast, and colon cancer cell lines [15, 17, 23] with IC_50_ values ranging from 0.1 μM – 0.8 μM. We determined the IC_50_ values for commonly cultured BC cell lines. In mouse BC cells, MMTV-PyMT, and 4T1, the IC_50_ values were 0.39 μM and 0.58 μM, respectively. For human TNBC cell lines, MDA-MB-231, and SUM159, the MBZ IC_50_ values were 0.21 μM and 0.33 μM, respectively (Fig. 1A). This is consistent with the IC_50_ value for SUM159 cells previously reported [17] and demonstrates that the IC_50_ for BC cells is consistent with other cancer types (0.1–0.8 μM) (Additional file 2: Fig. S1A).

Next, we assessed the ability of BC cell lines treated with MBZ to form colonies using two different approaches. First, TNBC cells were pre-treated with a range of MBZ concentrations (0.01 μM, 0.05 μM, 0.1 μM, 0.5 μM, or 1 μM) or with DMSO as the vehicle control for 48 h. The cells were then seeded at 250 cells/well, and colonies were allowed to recover and form for 10–14 days (Fig. 1B, C). Then, in a second approach, BC cell lines were seeded at 250 cells/well and continually treated with a range of MBZ concentrations (0.01 μM, 0.05 μM, 0.1 μM, 0.5 μM, or 1 μM) or with a DMSO vehicle control for 10–14 days (Additional file 2: Fig. S1B-E). Whereas the first approach measured the ability for cancer cells that have survived treatment to recover and form colonies, the second approach measured the ability of cells to survive during treatment. Both methods showed that MBZ inhibited the ability of TNBC cells to form colonies. In addition, treating cells with MBZ for 48 h after initial seeding decreased cell proliferation in short-term assays (**Fig. ****1****D**; Additional file 2: Fig. S1F). Taken altogether, our results showed MBZ treatment inhibits short-term and long-term proliferation of BC cell lines and survival after treatment.

### MBZ causes the induction of G2/M cell cycle arrest in human TNBC cells and apoptosis

MBZ has previously been reported to induce G2/M cell cycle arrest and apoptosis in thyroid, glioblastoma, breast, and colon cancer cell lines [16, 17, 26, 27, 29]. Therefore, we investigated the effect of MBZ treatment on proteins involved in cell cycle arrest and apoptosis. In MDA-MB-231 and SUM159 cell lines, MBZ induced the cyclin-dependent kinase inhibitors p21 and p27. In addition, MBZ treatment increased G2/mitotic-specific cyclin-B1 (CCNB1) and phosphorylated cyclin-dependent kinase 1 (CDK1), indicative of a G2/M cell cycle arrest (Fig. 2A). Flow cytometry analysis of propidium iodide-stained MDA-MB-231 cells confirmed that cells undergo a dose-dependent G2/M cell cycle arrest following MBZ treatment (Fig. 2B; Additional file 2: Fig. S2A, B). We also observed that MBZ treatment increased the expression of the apoptotic marker, cleaved PARP (poly ADP-ribose polymerase), and DNA damage marker, phosphorylated gamma-H2A histone family member X (γH2AX) (Fig. 2C). Likewise, there was a sixfold increase in dead cells following treatment with DMSO or 1 μM MBZ (Additional file 2: Fig. S2C). Altogether, the results demonstrated that, like other cancer types, MBZ induces G2/M cell cycle arrest in TNBC cells following 48 h of treatment and apoptosis after 72 h of treatment.

### In vitro* MBZ reduces human TNBC cell migration*

In addition, MBZ has been shown to reduce the migration and invasion of thyroid and gastric cancer cells [16, 28] and more recently in MDA-MB-231 cells [29]. Therefore, we used two independent assays to determine whether MBZ could also inhibit the migration of TNBC cells. First, we performed a wound-healing assay to assess the ability of MBZ to inhibit cell migration in vitro. SUM159 and MDA-MB-231 cells were grown to confluence, and a single scratch (or wound) was generated (0 h). The cells were treated with MBZ at a concentration of 0.25 μM, 0.35 μM, 0.5 μM, or with DMSO as vehicle control. The wounds were imaged at time 0 h, 12 h, and 24 h to calculate the average area of the wound covered with cancer cells. Compared to the vehicle control, MBZ treatment significantly decreased the average healing speed of the wound starting 12 h post-treatment with a 0.35 μM MBZ concentration in MDA-MB-231 cells (Fig. 3A, B). In a second migration assay, MBZ reduced the ability of SUM159 and MDA-MB-231 cells to migrate through Transwell pores following 48 h of pre-treatment with 0.5 μM and 1 μM of MBZ as compared to DMSO (Fig. 3C, D). Given the correlation between migratory ability and metastasis [36], our results suggest that even if a cell can survive MBZ treatment, it has a reduced capacity to migrate, and likely a decreased ability to metastasize.

### MBZ reduces primary tumor growth and prevents distant organ metastases in an orthotopic model of TNBC

Previous studies have shown that orally administered MBZ reduced metastasis in orthotopic models of thyroid cancer [16] and adrenocortical carcinoma [37], respectively. Given these findings and the reduction in cell migration, we reasoned that MBZ would also reduce the metastatic spread of TNBC cells. We established orthotopic tumors by injecting fluorescently tagged MDA-MB-231 cells in the mammary fat pad of female NSG (NOD-SCID Gamma) mice. Five days post-injection, the mice were randomized and placed in the following treatment groups: sesame oil as a vehicle gavage and a high-fat KetoCal diet (Con; *N* = 12), 215 ppm MBZ incorporated into a high-fat KetoCal diet (Feed; *N* = 7), 20 mg/kg MBZ in a sesame oil gavage (20 mg/kg; *N* = 6; 4 times per week), or 30 mg/kg MBZ in sesame oil gavage (30 mg/kg; *N* = 12; 4 times per week). Mice treated with either 215 ppm MBZ feed or 30 mg/kg MBZ sesame oil gavage had slower tumor growth and 35% or 55% smaller primary tumors at the endpoint of the study as compared to control mice, respectively (Fig. 4A, B; Additional file 2: Fig. S3A, B). MBZ decreased metastatic burden by 60% and 72% as measured by quantifying the amount of human DNA content in mouse lungs for both the 215 ppm MBZ fed group and the group treated with 30 mg/kg MBZ by oral gavage as compared to the control group, respectively (Fig. 4C). The results suggested that MBZ has an even more dramatic effect on metastasis than reduction in tumor growth.

To more closely recapitulate clinical protocols used to treat patients with BC, mice received 215 ppm MBZ incorporated into their feed using a neoadjuvant treatment protocol. Five days after cell implantation, mice were placed on MBZ feed. Tumors were surgically resected 5 weeks post-implantation and adjuvant MBZ treatment continued for two additional weeks. No toxicities were associated with the MBZ feed or surgery throughout the experiment as assessed by mouse body weight (Additional file 2: Fig. S3C). Still, the MBZ-fed mice had slower tumor growth and significantly smaller primary tumors at the time of resection (Fig. 4D, E). At the endpoint of the experiment, we extracted genomic DNA from mouse lungs and livers to measure metastatic spread using qPCR to quantify human HK2 DNA content. Mice treated with 215 ppm MBZ feed had significantly reduced lung (Fig. 4F; Additional file 2: Fig. S3D) and no detectable liver metastases (Fig. 4G; Additional file 2: Fig. S3E). To rule out the effect of primary tumor size contributing to the difference in metastasis, we normalized HK2 DNA content by individual tumor weight and compared it to the mean of the control group. The results demonstrated that MBZ reduces lung metastasis to a greater extent than it inhibits tumor growth and MBZ completely abolishes liver metastases.

We expanded our preclinical models by orthotopically implanting a TNBC patient-derived xenograft (PDX), HCI-001, in NSG mice. Following 8 weeks of growth, the primary tumors reached an average tumor volume of ~ 150 mm^3^ (Additional file 2: Fig. S3F, G). The mice were then randomized into two treatment groups which were dosed 4 times per week: sesame oil as a vehicle gavage (Con, *N* = 8) or 30 mg/kg MBZ in sesame oil gavage (30 mg/kg; *N* = 9). After two weeks of treatment, there was no decrease in the size of tumors for the MBZ group nor a reduction (Fig. 4H; Additional file 2: Fig. S3H, I) of tumor weight (Fig. 4I). However, we did observe a twofold decrease in metastatic burden in the lung (Fig. 4J). We further confirmed a significant decrease in lung metastases by counting the number of nodules present in H&E stained mouse lungs. We observed a twofold reduction in lung nodules in mice treated with 30 mg/kg MBZ compared to mice given vehicle control (Fig. 4K, L; Additional file 2: Fig. S3J). The results highlight the ability of MBZ to reduce lung metastases in a TNBC PDX model, which has clinically relevant implications since PDX models closely match patients’ therapeutic responses. [38]

### MBZ decreases primary tumor growth and diminishes distant organ metastases in a syngeneic model of TNBC

Next, we tested the ability of MBZ to inhibit growth and metastasis of the 4T1 BC cell line that was derived from the mammary gland tumor of immune-competent, BALB/c mouse. 4T1-luciferase-tagged cells were orthotopically implanted into the mammary fat pad of mice. MBZ decreased primary tumor growth. The final tumor weight was decreased by 2.6-fold in MBZ-fed mice compared to the control mice without toxicity (Fig. 5A, B; Additional file 2: Fig. S4A, B). In addition, in vivo bioluminescence images taken at several time points throughout the experiment illustrated that the tumors in MBZ-fed mice had decreased bioluminescence, indicating that they grew at a slower rate (Fig. 5C, D; Additional file 2: Fig. S4C). At the endpoint of the experiment, MBZ reduced lung bioluminescence by 6.5-fold compared to the control mice (Fig. 5E, F). To confirm our bioluminescence results, we also measured the luciferase DNA content in the lungs (Fig. 5G). Strikingly, bioluminescence could not be detected in the liver of MBZ-fed mice, confirming our previous observations (Fig. 5H, I). Overall in three in vivo mouse models of TNBC, MBZ reduced primary tumor growth by 2–threefold, lung metastasis by 2–sixfold (in four in vivo models), and completely eliminated liver metastasis.

#### *MBZ reduces the cancer stem cell regulator, Integrin*β*4, in TNBC cell lines*

To uncover the main gene expression changes altered by MBZ treatment, we performed RNA sequencing of MDA-MB-231 and SUM159 cells following 72 h treatment of 1 μM MBZ compared to DMSO vehicle control. 

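MDA-MB-231 and SUM159 are human TNBC cell lines, and DMSO is the solvent in which MBZ was added. 4 libraries of RNA enriched for mRNA were sequenced, 1 for each line with 1 μM MBZ and 1 for each line with DMSO, all after 72 h. The authors mapped the paired reads to GRCh38 with STAR, counted reads per gene with HTSeq in union mode, and deposited the counts without normalization. The paper's text names neither the annotation release nor whether the counting used the strand. The table lists 58735 Ensembl genes, of which 58207 were matched to a symbol. The counts summed to 24897586 for MDA-MB-231 cells with DMSO, 17143139 for MDA-MB-231 cells with MBZ, 18708179 for SUM159 cells with DMSO and 18904501 for SUM159 cells with MBZ. The counts were scaled by edgeR's TMM method within each line, with factors of 0.912 and 1.097 for the DMSO and MBZ libraries of MDA-MB-231 cells and 0.901 and 1.11 for those of SUM159 cells. Fold changes are MBZ over DMSO, with a prior count of 0.125. Scaling by total counts alone would raise the median log2 fold change of all genes by 0.27 in MDA-MB-231 cells and 0.30 in SUM159 cells. With 1 library per condition, no fold change within a line has a replicate check. Its error is given as a 95% Clopper-Pearson interval on the reads of the 2 libraries, which covers counting error only and compares those libraries, not the conditions. Levels are given in CPM (a gene's count scaled to library size by edgeR). With scaling by total counts alone, without the TMM factors, a count of 0 allows a share of up to 0.120 to 0.175 CPM, depending on the library. A test whose spread comes from the data was possible only for changes alike in both lines, with edgeR's quasi-likelihood test on a model with cell line and treatment, in which the lines stand in for replicates.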

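With genes at a mean of at least 10 counts over the 2 libraries of a line, 15142 genes were compared in MDA-MB-231 cells and 15674 in SUM159 cells. At a fold change of at least 1.5, 2765 genes were higher and 2386 lower after MBZ in MDA-MB-231 cells, and 3376 were higher and 3403 lower in SUM159 cells. Both lines shared 841 higher and 647 lower genes, and 829 genes changed in opposite directions. Of the alternatives run, including every gene with at least 1 count in a line gave the most shared genes, 3880 higher and 1385 lower, and edgeR's exact test with a preset BCV of 0.4 the fewest, 1 and 0. Across the 15982 genes with a mean of at least 10 counts over the 4 libraries, the log2 fold changes of the 2 lines had a Pearson r of 0.147 and a Spearman rho of 0.159. This correlation is across genes, which are not independent replicates. In edgeR's quasi-likelihood test over 16100 genes, 1 gene had an adjusted p under 0.05 (Benjamini-Hochberg) for a shared rise and 0 genes for a shared fall, while 629 and 521 genes had an unadjusted p under 0.05. The 1 gene was IL24, with a log2 fold change of 6.16 (standard error 0.36, adjusted p = 0.0119 from the same test), higher in both lines. It shares 823 exonic bases with FCMR on the opposite strand. With every gene that has at least 1 count, the shared test gave 153 rises and 145 falls.

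**Figure D1:**
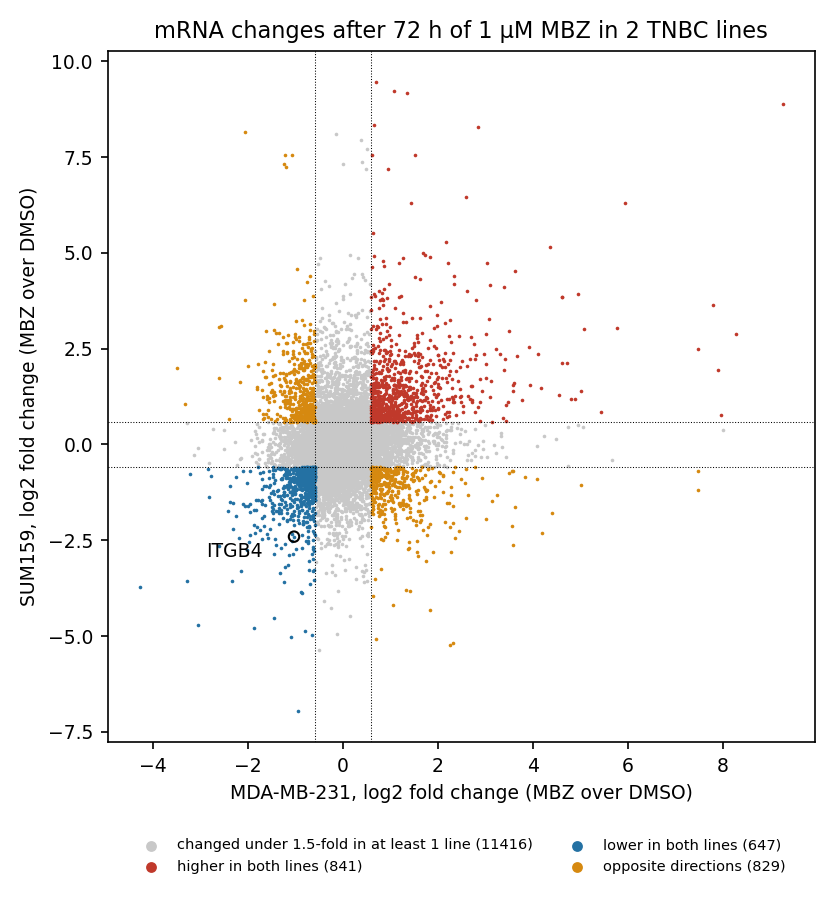
Log2 fold change of MBZ over DMSO in MDA-MB-231 cells (x axis) and SUM159 cells (y axis), 1 point per gene for the 13733 genes with a mean of at least 10 counts in each line, from 1 library per condition. Dotted lines mark a fold change of 1.5, and the 841 genes higher in both lines, 647 lower in both lines and 829 changed in opposite directions are coloured. Points far from 0 include genes without counts in 1 library, whose place depends on the prior count.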

A total of 420 genes were upregulated (FC ≥ 1.5), and 140 genes were downregulated (FC ≤ 1.5) by MBZ treatment compared with cells treated with DMSO in both cell lines (Fig. 6A). Using a gene ontology (GO) enrichment analysis, we confirmed MBZ downregulated pathways that were involved in angiogenesis in TNBC cells as has been previously reported for medulloblastoma, colon cancer, and thyroid cancer (Additional file 2: Fig. S5A) [16, 23, 39]. 

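The available copy of the paper's workbook holds 416 of 416 rows of its sheet of GO terms for raised genes and 73 of 440 rows of that for lowered genes, so no enrichment was computed from it. Its row for angiogenesis among genes lowered in MDA-MB-231 cells names 31 genes, which the study picked from these same libraries. 26 of them had a mean of at least 10 counts in MDA-MB-231 cells, and all 26 were at least 1.5-fold lower, with a median log2 fold change of -1.52. In SUM159 cells, 24 of the 31 could be compared, of which 12 were at least 1.5-fold lower and 6 at least 1.5-fold higher. The row for SUM159 cells counts 70 genes in the paper and has 67 readable names in this copy, 66 of which were matched, and 65 of these were at least 1.5-fold lower in SUM159 cells, with a median log2 fold change of -1.73. In MDA-MB-231 cells 56 of them could be compared, 21 being at least 1.5-fold lower and 10 at least 1.5-fold higher. VEGFA (ENSG00000112715), which encodes an angiogenic growth factor, went from 4093 to 5711 counts in MDA-MB-231 cells and from 6532 to 18670 in SUM159 cells. Its log2 fold change was 0.75 (interval 0.69 to 0.81) and 1.20 (interval 1.16 to 1.24). Its exons share 188 bases with an antisense lncRNA. Of 15 angiogenic ligands, VEGFA among them, 8 were higher and 7 lower in SUM159 cells. VEGFB was lower in both lines, with log2 fold changes of -0.65 in MDA-MB-231 cells and -1.17 in SUM159 cells.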

A principal component analysis showed that the trajectory of gene expression changes along PC3 was the same in for both MDA-MB-231 and SUM159 cells following treatment with MBZ (Additional file 2: Fig. S5B).

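Principal components were computed from log2 CPM of 16100 genes in the 4 libraries, with TMM normalization, a prior count of 2 and each gene centred. PC1 held 84.2% of the variance, PC2 10.5% and PC3 5.32%. Between DMSO and MBZ, MDA-MB-231 cells shifted by 79.9 along PC3 and SUM159 cells by 34.8, in opposite directions, so that the ratio of the shifts was -2.29. Along PC2 the shifts of 49.6 in MDA-MB-231 cells and 112 in SUM159 cells had the same direction, with a ratio of 0.44. The ratio along PC3 moved most with the 500 genes of largest variance, to -7.30. The sign of a component is arbitrary, whereas the ratio of the 2 shifts is not. Scores on PC2 and PC3 are uncorrelated over the 4 libraries, so with PC1 separating the lines, a shared direction along PC2 comes with opposite directions along PC3. With 1 library per condition, the shifts have no error.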

Due to the dramatic reduction in distant organ metastases in our in vivo TNBC mouse models, we focused on the most differential expression genes that were down regulated with MBZ treatment and that have also been previously reported to prevent or decrease BC metastases in animal models (Fig. 6B). 

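Among the 15142 genes compared in MDA-MB-231 cells, ranked from the lowest log2 fold change, LOXL1 was at rank 44, IGFBP4 at 278, TGFBR3L at 329, TGFB1I1 at 651, SOX4 at 696 and ITGB4 at 717. TGFB1 was at rank 3738 and TGFBR3, which was higher after MBZ, at 13124. Of the 15674 genes in SUM159 cells, ITGB4 was at rank 236, LOXL1 at 292, SOX4 at 329, TGFBR3 at 449, IGFBP4 at 531, TGFB1I1 at 642, TGFB1 at 5454 and TGFBR3L at 9977. A fall of at least 2-fold was seen for 779 genes in MDA-MB-231 cells and 1676 in SUM159 cells. Ranked by the smaller of the 2 falls among the 4169 genes lower in both lines, LOXL1 was at 6, IGFBP4 at 52, TGFB1I1 at 121, SOX4 at 139, ITGB4 at 142 and TGFB1 at 1751.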

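ITGB4 (ENSG00000132470), the gene of integrin β4, lies on chromosome 17 of GRCh38 from 75721328 to 75757818 on the plus strand, with 40 exons in its canonical transcript. Its reads fell from 10244 to 4147 in MDA-MB-231 cells, or from 451 to 221 CPM, a log2 fold change of -1.03 (95% counting interval -1.08 to -0.98). In SUM159 cells they went from 2526 to 594, or from 149.9 to 28.3 CPM, a log2 fold change of -2.40 (interval -2.54 to -2.28). The falls lay outside counting error in both lines. In the test for a shared change, ITGB4 had a log2 fold change of -1.68 (standard error 0.41, adjusted p = 0.527 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in both lines. Over the 4 alternatives to this fit its adjusted p ranged from 0.00135, with every gene that has at least 1 count, to 1.00 without the cell line in the model, and it was 0.0345 with DESeq2's Wald test. SOX4 (ENSG00000124766, chromosome 6 from 21593751 to 21598619, 1 exon) had log2 fold changes of -1.04 (interval -1.12 to -0.96) in MDA-MB-231 cells and -2.11 (interval -2.22 to -2.01) in SUM159 cells. For LOXL1 (ENSG00000129038, chromosome 15 from 73925989 to 73952137), reads fell from 483 to 80 in MDA-MB-231 cells and from 4308 to 1154 in SUM159 cells, log2 fold changes of -2.32 (interval -2.68 to -1.98) and -2.22 (interval -2.31 to -2.12). Of the TGFβ family, TGFB1 (ENSG00000105329, chromosome 19 from 41301587 to 41353922) had log2 fold changes of -0.40 (interval -0.46 to -0.33) and -0.30 (interval -0.36 to -0.24), the latter being 0.0034 with scaling by total counts. TGFB1I1 (ENSG00000140682, chromosome 16 from 31471585 to 31477960), the gene of a protein induced by TGFβ1, had -1.07 in MDA-MB-231 cells and -1.61 in SUM159 cells. TGFB2 was at 0.055 (interval -0.037 to 0.15) in MDA-MB-231 cells and -1.52 in SUM159 cells, and TGFB3 was not distinguishable from 0 in either line, with intervals from -0.40 to 0.52 and from -0.78 to 0.23. The receptor TGFBR2 was at -0.0039 (interval -0.057 to 0.050) in MDA-MB-231 cells and -0.45 in SUM159 cells, and TGFBR1 at 0.16 and -0.72. Exons of SOX4, LOXL1, TGFB1, TGFB1I1, TGFB2 and TGFB3 overlap those of an antisense gene, and those of TGFB2 also overlap a gene on the same strand, so their counts depend on how the counting treated such reads. The paper selected its candidates among the genes that MBZ lowered most, by their reported role in metastases of breast cancer in animal models.

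**Figure D2:**
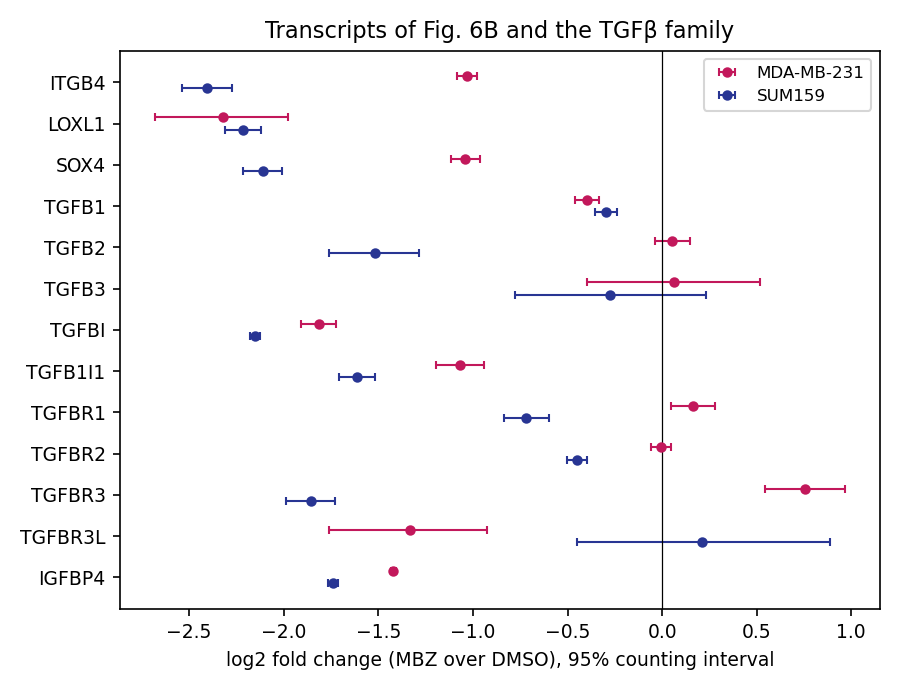
Log2 fold change of MBZ over DMSO (x axis) of 13 transcripts in MDA-MB-231 and SUM159 cells, from 1 library per condition; bars are 95% counting intervals. ITGB4 lies at -1.03 and -2.40, and TGFBR3 lies above 0 in MDA-MB-231 cells and below 0 in SUM159 cells. TGFBI was added after its values were seen.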

We uncovered four well-known drivers of metastases whose expression was reduced following MBZ treatment: members of the transforming growth factor β (TGFβ) family, SRY-related HMG box 4 (SOX4), lysyl oxidase like 1 (LOXL1), and Integrin β4 (ITGβ4).

We used RT-qPCR to confirm the ability of MBZ treatment to reduce the expression of the candidate genes (Fig. 6B). Only ITGβ4 gene expression was decreased in both cell lines following 72 h of MBZ treatment (Fig. 6C, D). To confirm this result at the protein level, ITGβ4 was measured in cells by flow cytometry analysis and Western blot analysis (Fig. 6E, F; Additional file 2: Fig. S5C, D). This reduction occurred dose-dependently beginning at concentrations as low as 0.05 μM in MDA-MB-231 cells and 0.125 μM in SUM159 cells (Additional file 2: Fig. 5C). In addition, MDA-MB-231 cells that survived 0.5 μM of MBZ (Sytox negative) had a 19-fold increase in the ITGβ4-negative population (Additional file 2: Fig. S5E).

Previously, ITGβ4 has been shown to be a marker of cancer stemness [40]. To determine whether MBZ treatment reduced the ITGβ4-positive TNBC population in MDA-MB-231 and SUM159 cells and reduced the population of cells expressing the conventional cancer stem cell markers (CSC) (CD44^hi^CD24^low^), we analyzed the percent of CD44^hi^CD24^low^ cells within the ITGβ4-positive population. We determined that MBZ reduced the cancer stem cell population by almost twofold in MDA-MB-231 cells and fourfold in SUM149 cells following 72 h of 1 μM MBZ treatment (Fig. 6G, H).

Next, we aimed to determine whether ITGβ4 expression was affected in tumors from MBZ-treated mice. Using RNA from the PDX tumors from mice treated as described in Fig. 4H, we determined that MBZ treatment led to a twofold decrease in ITGβ4 RNA expression compared to vehicle control-treated mice (Additional file 2: Fig. S6F). Next, we immunofluorescently labeled ITGβ4 protein in primary tumors of mice bearing MDA-MB-231 tumors and treated them as described in Fig. 4A, D. ITGβ4 was reduced by threefold (Fig. 6I; model first described in Fig. 4A) or twofold (Fig. 6J; model first described in Fig. 4D) in NSG mice treated with MBZ compared to vehicle control (Additional file 2: Fig. S5G). Overall, MBZ treatment in vitro and in vivo consistently reduced ITGβ4 RNA and protein expression.

### MBZ treatment reduces the cancer stem cell phenotype of TNBC cells

Previously, Zhang et al*. *[17] determined MBZ treatment in vitro reduced the number of mammospheres formed by SUM159 and MDA-MB-231 cells treated with MBZ versus DMSO. Similarly, we found that MBZ reduced mammosphere formation of MDA-MB-231 cells by 40% when treated with 0.25 μM MBZ compared to DMSO (Fig. 7A, B; Additional file 2: Fig.S6A). We also demonstrated that ITGβ4+ tumor-derived MDA-MB-231 cells formed 4× more mammospheres than ITGβ4-cells (Additional file 2: Fig. S6B), supporting its role as a stem cell marker as previously shown [40]. We observed a 15% reduction in the ability for tumor-derived MDA-MB-231 cells from NSG mice treated for 30 days with MBZ to form mammospheres compared to tumor-derived cells from a vehicle control-treated mouse (Fig. 7C; Additional file 2: Fig. S6C).

Next, we utilized a limiting dilution assay to evaluate the ability of MDA-MB-231 cells treated with mebendazole in vitro or in vivo to form tumors in nude mice (Fig. 7D). MDA-MB-231 cells were pre-treated in vitro for 72 h with DMSO alone or treated with 1 μM MBZ. After treatment, the viable cells were injected at limiting dilutions into nude mice. DMSO-treated cells had a tumor-initiating cell (TIC) frequency of 1/17,169 cells, whereas cells treated with MBZ did not develop tumors at any dilution (Fig. 7E; Additional file 2: Fig. S6D–G). The drastic reduction in self-renewal capabilities in cells pre-treated with MBZ in vitro prompted a second limiting dilution assay (LDA). NSG mice bearing MDA-MB-231 cell-derived tumors were treated for 30 days with 30 mg/kg MBZ or sesame oil alone four times per week. As previously shown, MBZ treatment reduced tumor growth, ITGβ4 expression, and lung metastasis (Fig. 7F; Additional file 2: Fig. S6H–J). Likewise, the tumor-derived MDA-MB-231 cells treated for 30 days with a vehicle control were more efficient at tumor initiation, with a TIC frequency of 1/45,059 compared to the TIC frequency of 1/188,578 from tumor-derived MDA-MB-231 cells treated with MBZ (Fig. 7G). The fourfold difference in TIC frequency corresponded with decreased tumor burden at each injection site (Fig. 7H; Additional file 2: Fig. S6K–M). The data suggested that cells that survive MBZ treatment in the primary tumor have reduced ITGβ4 expression and a decreased ability to form mammospheres and initiate tumor formation.

## Discussion

Our preclinical studies demonstrated that the anthelminthic, MBZ, decreased the growth of TNBC and significantly abrogated lung metastasis while eliminating liver metastases. We showed that MBZ decreased TNBC cell proliferation through previously described mechanisms of action, including G2/M cell cycle arrest and apoptosis [16]. Using RNA sequencing, we discovered that MBZ also reduces ITGβ4 expression and previous studies have linked ITGβ4 expression with increased metastasis [41]. Likewise, targeting ITGβ4 with ITGβ4 protein-pulsed dendritic cell vaccination or via an anti-CD3/anti-ITGβ4 bispecific antibody decreased metastasis in mouse models of BC [42]. ITGβ4 can be used to stratify TNBC cells that differ in their tumor initiation abilities and has been used as a cancer stem cell marker to identify more aggressive subtypes of TNBC [40]. Our studies show that MBZ decreases ITGβ4 expression concomitant with decreases in cell stemness in vitro and in vivo as measured by mammosphere formation and limiting dilution assays. Taken together, the results suggest that a reduction in ITGβ4 expression may contribute to the effectiveness of MBZ in reducing metastasis.

A recent high throughput screening study identified MBZ as a therapeutic that could inhibit radiation-induced de-differentiation in the TNBC cell line, SUM159. In this study, MBZ had impressive in vitro efficacy but only a modest in vivo efficacy (10 mg/kg or 20 mg/kg I.P. for 3 weeks) when used as a single agent [17]. In our study, we showed that MBZ decreased TNBC cell proliferation and viability using human (SUM159, MDA-MB-231) and mouse (4T1, MMTV-PyMT) BC cell lines. We show that MBZ has significantly greater therapeutic efficacy than in the Zhang et al. study. This may be due in part to differences in the method of delivery of MBZ. We delivered MBZ polymorph C orally by incorporating it into a high-fat diet or using a high-fat suspension such as sesame oil. Previous studies have shown that this delivery method increased the absorption of MBZ. Additionally, Polymorph C has higher absorption than other polymorphs that have been tested in mouse models [16, 19, 20].

TNBC is the most challenging BC subtype to treat and results in higher mortality due to the high incidence of metastatic cases and paucity of treatment options. Most patients with BC would survive their disease if metastasis could be prevented. Our preclinical results showed that MBZ reduced metastasis with no side effects in mice, and it is well tolerated in humans even at higher doses and for longer durations than used in mice [27]. Given this safety profile, MBZ is a candidate for long-term use and may have promise as adjuvant therapy following surgical resection to prevent BC metastasis. Future studies considering the addition of MBZ to the standard of care treatment are warranted in order to advance MBZ in clinical trials for patients with breast cancer.

## Supplementary Information

**Additional file 1**. List of antibodies and primers used in the study.

**Additional file 2**. Supplementary Figures.

**Additional file 3**. Differential Expression Data.

## Data Availability

The data generated in this study are available at in Gene Expression Omnibus (GEO) at GSE190845.

# Supplementary material for: Mebendazole prevents distant organ metastases in part by decreasing ITGβ4 expression and cancer stemness
**Source:** Breast Cancer Res. 2022 Dec 28;24:98. doi: 10.1186/s13058-022-01591-3
**Supplement:** Supplementary file 1 — Additional file 1. List of antibodies and primers used in the study.

**Supplementary Table 1. Antibodies used for immunoblot experiments**

**Antibodies**

| Protein | Dilution | Company | Catalog# | WB/IF/Flow |
| --- | --- | --- | --- | --- |
| CCNB1 | 1:1000 | Santa Cruz Biotechnology | SC-245 | WB |
| CCND1 | 1:1000 | Cell Signaling Technology | 2922S | WB |
| CCNE1 | 1:1000 | Cell Signaling Technology | 4129S | WB |
| p-CDK1 | 1:1000 | Abclonal | AP0016 | WB |
| CDK1 | 1:1000 | Abclonal | A0220 | WB |
| p21 | 1:1000 | Cell Signaling Technology | 2947S | WB |
| p27 | 1:1000 | Cell Signaling Technology | 3686S | WB |
| 𝛃-actin | 1:10,000 | Proteintech | #HRP-60009 | WB |
| Uncleaved and Cleaved PARP | 1:1000 | Abclonal | A19596 | WB |
| p-ƔH2A.x | 1:1000 | Cell Signaling Technology | 9718S | WB |
| Histone H2AX | 1:1000 | Abclonal | A11361 | WB |
| Integrin𝛃4 | 1:1000 | Abclonal | 1032129 | WB |
| Integrin𝛃4 (CD104) | 1:100  1:300 | ThermoFisher | 50-1049-80 | IF  Flow |
| CD44 | 1:300 | Biolegend | 397517 | Flow |
| CD24 | 1:300 | Biolegend | 983602 | Flow |

**Supplementary Table 2. Primers used for RT-PCR experiments**

**Primers**

| Gene | Forward Primer (5’-3’) | Reverse Primer (5’-3’) | |
| --- | --- | --- | --- |
| ITG𝛃4 (human) | GCTTCACACCTATTTCCCTGTC | | GACCCAGTCCTCGTCTTCTG |
| Firefly Luciferase | GTGGTGTGCAGCGAGAATAG | | CGCTCGTTGTAGATGTCGTTAG |
| Hexokinase 2 (human) | CCAGTTCATTCACATCATCAG | | CTTACACGAGGTCACATAGC |
| 18S (human) | CCAGTTCATTCACATCATCAG | | CTTACACGAGGTCACATAGC |

How the deposited data were processed for this re-analysis (not part of the article)

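RNA of MDA-MB-231 and SUM159 cells treated for 72 h with 1 μM MBZ or with DMSO was sequenced, with 1 library for each of the 4 conditions. The samples were mapped to line and treatment from their labels, which match the doses and time in the paper. The authors mapped the reads to GRCh38 with STAR, counted them per gene with HTSeq in union mode, and deposited whole-number counts without normalization. Every column of per-sample values in the table was used. No row without a gene was found among the 58735 rows. The paper's text names neither the annotation release nor the strand setting, so antisense and overlapping genes are reported with that limit. Symbols were matched by Ensembl identifier for 58207 genes, which held between 99.5% and 99.9% of the counts of each library, and the other 528 are left under their identifiers. Coordinates, exon numbers and overlaps are those of GENCODE release 44 on GRCh38. This is the genome the paper names, but its annotation release may differ.

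Fold changes were computed with edgeR 4.0.16 in R 4.3.3 as the difference of log2 CPM with a prior count of 0.125, after TMM normalization over the 2 libraries of a line. TMM normalization over all 4 libraries was computed as well. The choice of the pair for the main values was settled after the pair's values were seen to equal those of the genes readable in the paper's workbook to the digits printed there, and normalization over the 4 libraries is given as an alternative chosen after seeing the data. Counts of changed genes used a fold change of at least 1.5 and a mean of at least 10 counts over the 2 libraries of a line. Intervals are 95% Clopper-Pearson intervals on the share of a gene's reads that came from the MBZ library, and cover counting error only. PCR reads without molecular identifiers are not independent molecules. Where 1 of 2 libraries had 3 or fewer counts, a fold change was computed against 3 counts, a bound that leaves out counting error, and where both did, none was computed.

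Changes alike in both lines were tested with edgeR's quasi-likelihood test (model with cell line and treatment, filterByExpr, TMM over the 4 libraries, Benjamini-Hochberg adjusted p under 0.05). The common BCV in this fit was 0.323. The spread in this test is the difference in response between the lines, and it says nothing on the spread between cultures. Gene lists were compared by the percentile of their median log2 fold change among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were alpha and beta tubulins (16 genes), genes of tubulin folding and microtubules for comparison (14 genes), G2/M genes (25), G1/S genes (25), angiogenic ligands (17) and integrin subunits (24), of which those with a mean of at least 10 counts over the 4 libraries were used. Principal components used log2 CPM with a prior count of 2.

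The samples, tests, alternatives, lists and the rule for the genes named were set before the data were examined. The rule takes the 8 genes of Fig. 6B and the genes readable in the paper's differential expression sheets. It also takes the genes of proteins or DNA that the paper measures or names, and TGFB2, TGFB3, TGFBR1, TGFBR2, LOX, ITGA6 and VEGFA. Last, it takes the 5 highest and 5 lowest genes by the smaller of the 2 lines' changes. These were ranked among genes changed the same way with a mean of at least 100 counts. Members of the lists may be named as well. TGFBI was chosen after its values were seen. Not every gene that the rule takes is reported here.

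The alternatives were a fold change of 2, a threshold of 1.5 on the log2 scale, DESeq2 1.42.0 size factors, scaling by total counts, every gene with at least 1 count, a mean of at least 100 counts, a prior count of 2, genes whose counting interval excludes a fold change of 1, and edgeR's exact test at a BCV of 0.1, 0.4 and the value closest to the p-values of the paper's workbook. For the shared test they were DESeq2's Wald test, RLE normalization, every gene with at least 1 count and a model without cell line. Adjusted p-values that DESeq2 left out, for 2810 genes, were not counted. Principal components were also computed from the 500 genes of largest variance, with unit variance, from CPM without log and with a prior count of 0.125.

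The functions were tested on simulated counts drawn from the real means and library sizes with 200 genes changed 4-fold. With counts drawn without any spread beyond counting error, the counting interval held the true value for 95.5% of 15233 genes. The shared test called 94.5% of the 200 changed genes at a BCV of 0.1, 88.0% at 0.2 and 22.0% at 0.4, with 8, 5 and 2 unchanged genes called. In these draws the changed genes had the same change in both lines, so they do not show how the test performs where the lines respond differently. GO enrichment was not rerun, and RT-qPCR, protein, flow cytometry and animal data were not analysed here.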

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

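The tests of explanations in this part were chosen after the results were seen. None of the differences between the lines was tested, since each line has 1 library per treatment.

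Cell cycle and tubulin transcripts moved in opposite directions in the 2 lines. The 25 G2/M genes had a median log2 fold change of -0.91 in MDA-MB-231 cells, at percentile 0 of matched random lists, and of 2.50 in SUM159 cells, at percentile 100. 24 of the 25 were lower in MDA-MB-231 cells and 25 were higher in SUM159 cells. The 25 G1/S genes were at -1.09 and 1.09, and the 11 alpha and beta tubulin genes with enough counts at -1.20 and 0.97, at percentiles 0 and 99.98. The 14 comparison genes of tubulin folding and microtubules were at -0.14 and 0.17, inside the central 95% of random lists in both lines. 24 of the 25 G2/M genes were lower in MDA-MB-231 cells with scaling by total counts, and the 2 signs of all 3 lists held under every scaling run.

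Several technical explanations are excluded for the G2/M list by values that keep the opposite signs. Its median in MDA-MB-231 cells was -0.64 with scaling by total counts, against 2.80 in SUM159 cells. With all libraries drawn down to the smallest total it was -0.92, against 2.51. With the 50 most abundant genes of each library left out of the totals it was -0.69, against 2.72. After the trend on GC content and exonic length was removed, which moved all genes by a median of 0.15 and 0.12, it was -0.92, against 2.45. The 17 genes without a pseudogene of their name were at -0.95, against 2.49. RNA of MDA-MB-231 cells in the SUM159 library with MBZ is excluded as well, because the 20 genes most specific to MDA-MB-231 cells stood there at a median of 0.191% of their MDA-MB-231 level and at most at 1.42%, while the gain of the G2/M genes would need 39.0%.

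An exchange of the 2 labels of one line would turn a response shared by the lines into opposite changes. Against this, 64.2% of the 2317 genes changed at least 1.5-fold in both lines changed the same way, with a Clopper-Pearson interval from 62.2% to 66.2%, as did 67.7% of 724 genes at 2-fold and 75.4% of 224 at a threshold of 1.5 on the log2 scale. The lowest of the lower limits was 53.6%, over 32 combinations of 4 scalings, 4 fold thresholds and a mean of at least 10 or 100 counts in each line. These intervals treat genes as independent. Genes chosen by a 4-fold change in 1 line, with a mean of at least 100 counts over the 4 libraries, were near an even split, with 56.5% of 161 genes from MDA-MB-231 cells (interval 48.5% to 64.3%) and 49.1% of 442 from SUM159 cells (44.3% to 53.9%). ITGB4 was lower after MBZ under the labels of both lines, which is the direction of the paper's RT-qPCR in Fig. 6C and D. A slowly dividing culture of SUM159 cells with DMSO stays open. That library had the lowest median level of the G2/M genes, 15.5 CPM, against 62.4 in SUM159 cells with MBZ, 144 in MDA-MB-231 cells with DMSO and 75.5 with MBZ, and of the G1/S genes, 17.6 CPM. It was not the lowest for the alpha and beta tubulin genes, at 88.0 CPM against 72.3 in MDA-MB-231 cells with MBZ. With 1 culture per condition, a slowly dividing culture and an opposite response of the lines to MBZ cannot be told apart. Neither does the level of 62.4 CPM, which lies below that of MDA-MB-231 cells with either treatment, decide between them.

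12 of the 44 genes compared had counting intervals on opposite sides of 0 in the 2 lines. The log2 fold changes in MDA-MB-231 and SUM159 cells were -0.62 and 2.88 for CCNB1, -1.20 and 1.84 for CDK1, -0.46 and 0.34 for CCND1, -0.29 and 0.36 for CCNE1, -1.37 and 0.55 for H2AX, and -0.69 and 0.33 for ITGA6. They were -0.11 and 1.07 for CDKN1A, but 0.16 in MDA-MB-231 cells with scaling by total counts. The opposite order was found for TGFBR3, with 0.75 and -1.86, CD24, with 0.44 and -3.33, HK2, with 0.23 and -0.76, TGFBR1, with 0.16 and -0.72, and LOX, with 0.38 and -0.77. The counting interval leaves out the spread between cultures, so the smaller of these differences could arise without MBZ. The slowly dividing culture left open for the cell cycle genes would apply to CCNE1, which is in the G1/S list, and to CCNB1 and CDK1, which are in the G2/M list, whose median stayed at -0.64 in MDA-MB-231 cells with scaling by total counts. Scaling by total counts left the signs of 11 of the 12 genes opposite. CCNE1 was then at -0.025 in MDA-MB-231 cells, too small to set apart from 0 given its counting error. No other explanation was tested for the genes outside the lists. Antisense genes overlap exons of CDKN1A, CCND1, LOX and ITGA6, and CD24 has pseudogenes, so their counts are less certain.

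6 genes outside the paper's text were among the strongest shared changes. IL24 rose by a log2 fold change of 5.93 in MDA-MB-231 cells (28 to 1421 counts) and 6.30 in SUM159 cells (29 to 2856 counts), PTGS2 by 3.39 and 4.10, and CXCL2 by 2.79 and 3.77. DHRS2 rose by 2.60 in MDA-MB-231 cells, and in SUM159 cells it went from 3 counts to 341, with a counting interval of its log2 fold change from 4.95 to 8.80. HR had log2 fold changes of -3.29 and -3.56. SLCO2A1 went from 26 counts to 1 in MDA-MB-231 cells, a log2 fold change of -2.84 against a floor of 3 counts with a counting interval from -9.79 to -1.82, and had a log2 fold change of -3.72 in SUM159 cells. The smallest of these changes in a line had a size of 2.56 under another scaling, while scaling by total counts shifts all genes by at most 0.30. 6 of the 6 had no overlapping gene that changed as much, although IL24 shares 823 exonic bases with FCMR and PTGS2 219 with PACERR, both on the opposite strand, and HR 553 with HRURF on the same strand. CXCL2 has close paralogs whose reads the counting could have split. IL24 was the only one of the 6 past the threshold of the shared test, in the fit as planned. A response to MBZ alike in both lines, or to other conditions shared by the MBZ cultures, remains a hypothesis, since 1 culture per condition does not separate them.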

How the results depend on the processing

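The direction of the G2/M, G1/S and tubulin lists, and of ITGB4 in both lines, held under every alternative run for them. The counts of changed genes and of genes in the shared test changed under several.

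The main counts at 1.5-fold were 2765 higher and 2386 lower genes in MDA-MB-231 cells, 3376 and 3403 in SUM159 cells, 841 higher and 647 lower in both lines, and 829 opposite. In the same order, a 2-fold threshold gave 1370, 779, 1996, 1676, 340, 150 and 234 genes. A threshold of 1.5 on the log2 scale gave 668, 224, 1212, 773, 134, 35 and 55. Every gene with at least 1 count gave 9089, 5693, 11750, 6844, 3880, 1385 and 3307. edgeR's exact test gave 800, 531, 1331, 1339, 174, 110 and 141 at a BCV of 0.1, 212, 55, 570, 487, 44, 8 and 11 at a BCV of 0.2, and 1, 0, 21, 19, 1, 0 and 0 at a BCV of 0.4. The cause of the lower numbers is the stricter rule itself, and that of the higher numbers the added genes with few counts. Another run of the exact test at a BCV of 0.2 was chosen after seeing the data. It used every gene with at least 1 count in a line, an unadjusted p under 0.05 and a log2 fold change over 1 in size. In this run 1671 genes were higher and 795 lower in MDA-MB-231 cells, and 2478 were higher and 1701 lower in SUM159 cells. In both lines 419 were higher and 140 lower, and 217 were opposite.

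Scaling by total counts gave 4408 higher and 1146 lower genes in MDA-MB-231 cells, 5135 and 2004 in SUM159 cells, and 1626 and 221 in both lines. The share of higher genes among the changed ones went from 53.7% to 79.4% in MDA-MB-231 cells, from 49.8% to 71.9% in SUM159 cells, and from 56.5% to 88.0% in both lines, as the shift of the median of all genes implies. A mean of at least 100 counts left 1114 higher genes in MDA-MB-231 cells, 1422 higher and 2250 lower in SUM159 cells, 231 higher in both lines and 404 opposite, beside 1676 lower genes in MDA-MB-231 cells and 446 lower in both lines. The share of higher genes was then 39.9% in MDA-MB-231 cells, 38.7% in SUM159 cells and 34.1% in both lines. DESeq2's size factors, a prior count of 2, a counting interval that excludes a fold change of 1 and, chosen after seeing the data, TMM over the 4 libraries kept each of the 7 counts within 1.5 times of the main one.

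The shared test gave 1 rise and 0 falls, with 1150 genes at an unadjusted p under 0.05. With every gene that has at least 1 count it gave 153 rises and 145 falls, with DESeq2's Wald test 42 and 56, and without cell line in the model 0 rises and 0 falls, with 147 genes at an unadjusted p under 0.05. The cause was not tested. RLE normalization gave 1 and 0.

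The log2 fold change of ITGB4 was -0.77 in MDA-MB-231 cells and -2.10 in SUM159 cells with scaling by total counts, which lies outside its counting interval. Beyond the counting interval, that scaling reversed TGFB1 in SUM159 cells (0.0034), PARP1 in SUM159 cells (0.18), and in MDA-MB-231 cells CDKN1A (0.16), CD44 (0.25) and TGFBR2 (0.26). BCL2 in MDA-MB-231 cells (0.0079) and TGFB3 in SUM159 cells (0.027) changed sign within their counting intervals. Scaling by total counts also reversed the median of the tubulin comparison list in MDA-MB-231 cells, to 0.13, and of the integrin list in MDA-MB-231 cells, to 0.20. The integrin median in SUM159 cells was -0.16 with a mean of at least 100 counts. Of the 86 values of the other named genes, that scaling moved 47 beyond their counting interval without reversing them, DESeq2's size factors moved 2, and a prior count of 2 moved 0.

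The correlation of the lines' log2 fold changes was 0.105 with a mean of at least 100 counts and 0.176 with a prior count of 2, against 0.147. The ratio of the shifts along PC3 was -2.29, and it was -7.30 with the 500 genes of largest variance and -1.15 with CPM without log. The sign of this ratio is no separate result, since the scores of the 4 libraries on PC2 and PC3 are uncorrelated and PC1 separates the lines, so that a shared direction along PC2 comes with opposite directions along PC3.

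No paired analysis was possible because the replicate numbers pair no libraries, each condition having 1. The shared test compares the treatments within each cell line, with the line as a block, and its counts without the line are given above. Leaving out a replicate was not possible for the same reason. The depth limits genes with few counts, such as CCL20 and BPIFB4 in MDA-MB-231 cells, which had 0 and 4 counts with DMSO and 2 and 0 with MBZ.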

Differences from the paper's values

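The paper states that 420 genes were higher and 140 lower in both lines, against 841 and 647 here at 1.5-fold. Fig. 6A shows, read by eye, about 540 genes lower only in MDA-MB-231 cells, against 1311 here, about 1500 lower only in SUM159 cells, against 2355, and about 220 changed in opposite directions, against 829. The sheet of lowered genes in the paper's workbook has 1702 rows, against 3403 genes here in the longer of the lists of the 2 lines. Among the alternatives set before the data were examined, a 2-fold threshold, which the legend of Fig. 6 gives, came within 1.5 times of each of these 6 values, with 340, 150, 515, 1406, 234 and 1676 genes. edgeR's exact test at a BCV of 0.1 came as close for the genes lower in both lines (110), the genes lower only in SUM159 cells (1170) and the sheet of lowered genes (1339). Scaling by total counts did so for 627 genes lower only in MDA-MB-231 cells, 1418 lower only in SUM159 cells and 2004 in the longer list, a mean of at least 100 counts for 1661 and 2250 of the last 2, and the counting interval for 2233 genes lower only in SUM159 cells. The other alternatives set before the data were examined closed none of these gaps. In a search over 26 settings, made after seeing the values, edgeR's exact test at a BCV of 0.2 gave 419, 140, 543, 1456, 217 and 1701 genes. This setting took every gene with at least 1 count in a line, an unadjusted p under 0.05 and a log2 fold change over 1 in size. It also gave 2478 higher genes in SUM159 cells, and the workbook's sheet of raised genes has 2478 rows. With an adjusted p under 0.005 and a mean of at least 10 counts, the test at this BCV gave 570. The setting with the unadjusted p was the closest of the search. A further 5 settings of the search came within 1.5 times of all 6 values, 1 of them the 2-fold threshold above. A 2-fold threshold also gave 306, 138, 430, 1333, 208 and 1579 genes with a CPM over 1 in either library of a line, and 532, 172, 633, 1573, 297 and 1899 with at least 10 counts in either library. Also on every gene with at least 1 count in a line, the exact test at a BCV of 0.2 gave 460, 208, 743, 1732, 304 and 2066 genes with an unadjusted p under 0.05 and no fold threshold. With an unadjusted p under 0.1 and a log2 fold change over 1 in size it gave 570, 158, 685, 1679, 304 and 1997. A further 7 settings of the search came as close for some of the 6 values.

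Fig. 6B prints falls as positive log2 fold changes, so values are given here as DMSO over MBZ. For TGFB1 it gives about 1.8 in MDA-MB-231 cells and about 2.2 in SUM159 cells, read by eye, against 0.40 and 0.30 here. With DESeq2's size factors the values were 0.44 and 0.32, with scaling by total counts 0.13 and -0.0034, and with a prior count of 2 they were 0.40 and 0.30, so none of the alternatives set before the data were examined closed the gap. The other 12 of the 14 values of Fig. 6B, and the 10 fold changes readable in the paper's workbook, do not differ from those here. Normalization within each line was made the main setting after its values were seen to equal those of the workbook, so that match is no separate result.

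The paper states that the change along PC3 had the same course in both lines. Here the shifts along PC3 were opposite, with a ratio of -2.29, and those along PC2 had the same direction, with a ratio of 0.44. The 2 are not independent, since the components are uncorrelated over the 4 libraries.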

Other observations

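Apart from those on the lists of tubulins, G2/M genes, angiogenic ligands and integrins, the tests in this part were chosen after the results were seen.

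A hypothesis of tubulin autoregulation, in which free tubulin lowers the level of tubulin mRNA, predicted lower alpha and beta tubulin transcripts in both lines. The prediction was not borne out, with a median log2 fold change of -1.20 in MDA-MB-231 cells but 0.97 in SUM159 cells. The SUM159 value rests on the DMSO culture whose slow division was left open above, so it does not settle the hypothesis. TUBA1B was at -1.81 and 1.45, and TUBB, the most abundant of the list, at -1.81 and 0.16. The hypothesis that cells held in G2/M raise the G2/M transcripts of both lines was not borne out either, with a median of -0.91 in MDA-MB-231 cells. That value is mRNA of 1 culture per condition at 72 h. The paper bases the arrest on flow cytometry of DNA staining in MDA-MB-231 cells at an earlier time, and on cell cycle proteins in both lines. The mRNA median does not decide whether cells were held in G2/M. A fall of angiogenic ligands made by the tumor cells predicted lower ligand transcripts. The 15 ligands with enough counts had a median of 0.24 in MDA-MB-231 cells, or 0.31 without 2 genes that had no fold change at this depth, and of 0.060 in SUM159 cells, both inside the central 95% of random lists. 8 were higher and 7 lower in SUM159 cells, so the median does not decide whether these signals fell. VEGFB was at -0.65 and -1.17, and CXCL8 at 2.16 and 5.27. Whether the fall of ITGB4 is part of a fall of integrin subunits stays open for the same reason. The 18 integrin genes had a median of -0.062 in MDA-MB-231 cells, or -0.10 with genes at the floor set to their bound, and of 0.12 in SUM159 cells, inside the central 95% of random lists, with 10 higher and 8 lower in SUM159 cells. ITGA6, whose protein pairs with integrin β4, was at -0.69 and 0.33, and ITGB1 at -0.32 and -0.38.

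The paper's workbook lists angiogenesis terms among raised genes as well. Its values for positive regulation of angiogenesis are 29 genes of 1342 in SUM159 cells (the paper's adjusted p = 0.00342) and 19 genes of 861 in MDA-MB-231 cells (the paper's adjusted p = 0.0453). For angiogenesis the paper's values are 60 genes of 1342 raised in SUM159 cells (the paper's adjusted p = 0.0394). Lowered genes were 70 of 1250 in SUM159 cells (the paper's adjusted p = 0.000141) and 31 of 537 in MDA-MB-231 cells (the paper's adjusted p = 0.0396). Regulation of angiogenesis is listed for lowered genes too, with 42 of 1250 in SUM159 cells (the paper's adjusted p = 0.00435) and 21 of 537 in MDA-MB-231 cells (the paper's adjusted p = 0.0427). Of the genes named for positive regulation of angiogenesis in SUM159 cells, 24 of 24 with enough counts were at least 1.5-fold higher there, which follows from the study's choice, and in MDA-MB-231 cells 12 of 23 were at least 1.5-fold higher and 3 at least 1.5-fold lower.

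Transcripts of proteins that the paper measured by other methods, and of BCL2, which it names but did not measure, had these log2 fold changes in MDA-MB-231 and SUM159 cells. CDKN1B (p27) was at 0.21 and 0.28, PARP1 at -1.05 and -0.12, CD44 at -0.014 and -0.44, and BCL2 at -0.26 and -1.25. The intervals of CD44 and BCL2 in MDA-MB-231 cells included 0. CDKN1A (p21) was at 1.07 in SUM159 cells and had no fixed sign across scalings in MDA-MB-231 cells, where it was at -0.11. CD24 went from 1900 to 235 counts in SUM159 cells and from 293 to 329 in MDA-MB-231 cells. Among the genes in the paper's sheets of raised genes, IL6 was at 4.71 and 2.14, ATF3 at 4.11 and 2.35, and MMP1 at 1.72 and 4.95. Antisense genes overlap exons of IL6 and MMP1.

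The TGFB1 values of Fig. 6B may belong to TGFBI, a gene chosen after its values were seen. Of 13733 genes, 1 has log2 fold changes that round to the printed values in both lines, and it is TGFBI (ENSG00000120708), with -1.82 and -2.15 of MBZ over DMSO. TGFB1 was at -0.40 and -0.30. This candidate explanation was found in the same data, and no biological explanation was tested.

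More genes had at least 1 count after MBZ in both lines, 24416 against 22278 in MDA-MB-231 cells and 27239 against 23015 in SUM159 cells. Depth is excluded as the cause, since with each library drawn down to the same number of reads the gain was 2996 genes in MDA-MB-231 cells and 4097 in SUM159 cells. The loss of counts to a few abundant genes is excluded as the whole cause, since at the same TMM-scaled size the gain was 2477 and 3445 genes. Background reads such as genomic DNA would raise reads on olfactory receptor genes. In MDA-MB-231 cells these fell from 46 to 20, a log2 fold change of -0.93 (interval -1.76 to -0.14). The olfactory receptor genes detected went from 16 to 12 at the unequal depth of the libraries. These reads showed no rise of background in MDA-MB-231 cells, but they are few, with 18 of the 46 and 8 of the 20 on 3 genes. In SUM159 cells background reads stay open, because the reads changed by a log2 fold change of 0.069 (interval -0.13 to 0.27), 346 of the 461 reads after MBZ lay on 3 genes, and the genes detected went from 26 to 44. Of the genes with counts only after MBZ, 4162 in MDA-MB-231 cells and 6133 in SUM159 cells, 1213 were shared, and their median was 1 and 2 counts. LncRNA genes rose from 0.586% to 0.938% of the counts in MDA-MB-231 cells and from 0.999% to 1.17% in SUM159 cells. A broader set of transcripts after MBZ is a hypothesis. A difference in RNA between the single cultures was not tested.

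Ribosomal protein genes held 10.2% of the counts in SUM159 cells with DMSO and 7.09% with MBZ, against 5.34% and 5.33% in MDA-MB-231 cells. Their median log2 fold change was -0.67 in SUM159 cells and -0.19 in MDA-MB-231 cells, the latter being 0.077 with scaling by total counts.

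The primer pairs of Table S2 were placed on GRCh38. The ITGβ4 pair, GCTTCACACCTATTTCCCTGTC and GACCCAGTCCTCGTCTTCTG, spans chromosome 17 from 75730877 to 75731343, from exon 9 to exon 10 of ITGB4, with a product of 186 bases in the transcript. The pair CCAGTTCATTCACATCATCAG and CTTACACGAGGTCACATAGC is printed for both hexokinase 2 and 18S. It matched 0 transcripts and 1 place on the genome, on chromosome 2 from 74833058 to 74833235, within HK2-DT, next to HK2, which starts at 74834127. Neither primer of the pair printed for firefly luciferase matched the human genome.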
